# Expression Profile in Rice Panicle: Insights into Heat Response Mechanism at Reproductive Stage

**DOI:** 10.1371/journal.pone.0049652

**Published:** 2012-11-14

**Authors:** Xianwen Zhang, Jiaping Li, Ailing Liu, Jie Zou, Xiaoyun Zhou, Jianhua Xiang, Wirat Rerksiri, Yan Peng, Xingyao Xiong, Xinbo Chen

## Abstract

Rice at reproductive stage is more sensitive to environmental changes, and little is known about the mechanism of heat response in rice panicle. Here, using rice microarray, we provided a time course gene expression profile of rice panicle at anther developmental stage 8 after 40°C treatment for 0 min, 20 min, 60 min, 2 h, 4 h, and 8 h. The identified differentially expressed genes were mainly involved in transcriptional regulation, transport, cellular homeostasis, and stress response. The predominant transcription factor gene families responsive to heat stress were Hsf, NAC, AP2/ERF, WRKY, MYB, and C_2_H_2_. KMC analysis discovered the time-dependent gene expression pattern under heat stress. The motif co-occurrence analysis on the promoters of genes from an early up-regulated cluster showed the important roles of GCC box, HSE, ABRE, and CE3 in response to heat stress. The regulation model central to ROS combined with transcriptome and ROS quantification data in rice panicle indicated the great importance to maintain ROS balance and the existence of wide cross-talk in heat response. The present study increased our understanding of the heat response in rice panicle and provided good candidate genes for crop improvement.

## Introduction

Currently, the burden of environmental stresses on crop plants is likely to increase because of global warming, and heat stress is a major abiotic stress limiting plant growth and productivity in many areas of the world [1]. As the staple food for more than half of the world’s population, rice (*Oryza sativa L.*) is the model system for genetic and genomic studies of grasses. It was estimated that rice grain yields decline by 10% for each 1°C increase in minimum temperature during the growing season [2]. The Intergovernmental Panel on Climate Change (IPCC) predicted that only if global mean temperature rises by more than 5.5°C will global food prices increase because of failure of supply to keep full pace with demand [3]. Therefore, the importance to understand the molecular basis of rice heat tolerance is driven by both the interest in basic knowledge and the prospect that such knowledge might provide new strategies for improving heat tolerance in rice.

It’s well known that heat shock directly or indirectly leads to the production of reactive oxygen species (ROS) like H_2_O_2_, which is called oxidative stress [4]. H_2_O_2_ is an early component of the heat-signaling pathway [5], which is required for the activation of small heat shock proteins (sHSP) synthesis as well as the over-production of the ROS scavengers such as catalase, superoxide dismutase and peroxidase [4]. The induction of heat-shock protein (HSP) expression is one of the best-characterized responses to high temperature stress, which is similar mechanism of response to high temperatures in all organisms [6]–[8]. A lot of heat-responsive genes and proteins including Hsps, Hsfs, antioxidant enzymes, various transcription factors and calmodulin have been identified and their functions were well elucidated [9]–[12].

Due to the high correlation between the rice growth at reproductive stage and yield, the great attentions were paid to uncovering the actions of rice reproductive tissues. Expression atlases on reproductive stage and entire life cycle of rice were investigated [13], [14]. Using laser-capture technology, 1,158 pollen mother cells-preferential genes were identified as candidate genes involved in meiotic recombination and meiotic cell cycle control [15]. It was reported that high temperature causes rice male sterility during pollen development [16]. A joint analysis of metabolome and transcriptome was performed to comprehend the impact of high temperature on rice grain filling [17]. It’s an important way to uncover the heat response mechanism using rice varieties differing in heat tolerance. The results from Chen’s research group showed that the heat-tolerant rice species 996 exhibited better anther dehisence and pollen fertility rate than heat-sensitive cultivar 4628 [18], which is consistent with the observations on the other rice species [19]. Chen’s group also found that 996 and 4628 were significantly different in high-temperature tolerance. The seed setting percentage of 996 and 4628 were 66.31% and 36.11%, respectively, under seven days with 37°C/30°C high temperature treatment at reproductive stage [20]. Even so, little is known about the heat response mechanism in rice reproductive tissues. Consequently, understanding the heat response mechanism in rice still remains to be an urgent task, and the reproductive tissues undoubtedly become important targets for the researches on stress response.

So far, as a powerful high throughput technique, microarray has been widely used to systematically investigate the molecular reactions by which plants respond and adapt to complicated environment [21]–[23]. It was also applied to profile the tissue- and stress-specific gene expression [13], [14], [16], [24] as well as transcriptome of rice developing caryopses under high temperature [17].

Here, we reported the time course gene expression profile of young panicle from heat-tolerant rice cultivar 996 from 0 min to 8 h after 40°C treatment using Agilent 44K rice microarray to identify heat responsive genes in rice panicle. The motif co-occurrence analysis on promoters of co-expressed genes and a molecular regulation model central to ROS combined with ROS quantification data revealed the importance of ROS balance and complex cross-talk in response to heat shock in rice panicle.

## Results

### Replicate Analysis

To check the quality of our microarray data, the normalized data were log2 transformed, and Hierachical Clustering (HCL) was carried out using Mev. 

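The microarray experiment followed florets of young panicles through 5 times at 40°C (20 min and 60 min, then 2 h and 4 h, and lastly 8 h), with unheated panicles at 0 min as the control and 2 arrays for each of these 6 groups, 12 arrays in all. Each array was a single-dye Agilent rice array with 45151 spots, of which 43734 were non-control spots of 42477 probes. The deposited files hold the scanner's output for every spot, read with Feature Extraction 9.5.3.1, and a table of the authors' normalized values. The median signal of the non-control spots was between 2070 and 4587 intensity units on the 12 arrays, against a median local background between 46.5 and 49.5, and between 72.0% and 83.5% of the probes had a P flag (detected and well above background). The arrays lie on 3 slides of 4 arrays, slide 1 with 0 min and 20 min, slide 2 with 60 min and 2 h, and slide 3 with 4 h and 8 h, so that for 60 min and later the slide and the time of heating cannot be told apart in a comparison with 0 min. Background-subtracted signals were log2 transformed, the spots of a probe were averaged without spots marked as outliers, the 12 arrays were quantile normalized, and the 32031 probes with a P flag on at least 6 of the 12 arrays were kept. A ratio was the difference between the mean log2 values of a time point and of 0 min, and differences were tested with limma in a model of all 12 arrays, with Benjamini-Hochberg adjustment. Where a probe was not well above background on either array of a group, its ratio is given as a bound, from the lowest signal among probes well above background on those arrays. The number of arrays, 2 for each time point, limits the precision. A locus with several kept probes was read from the probe with the smallest moderated F p. Loci named here that the paper's text does not name were picked after their values were seen.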

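On the log2 scale over the 32031 kept probes, Pearson's correlation across probes between the 2 arrays of a time point was between 0.993 and 0.997 for the 6 pairs, and it was between 0.885 and 0.987 for the 60 pairs of arrays from different time points. Probes are not independent replicates, so these values describe the arrays only. On the linear scale over all probes, the 6 replicate pairs had correlations between 0.994 and 0.998, and on the log2 scale over all probes between 0.989 and 0.996, the lowest just under the paper's 0.99. In complete-linkage clustering, the 6 replicate pairs were each joined before any other array. The median absolute difference between 2 replicate arrays was between 0.05 at 4 h and 0.10 at 60 min on the log2 scale. In the authors' deposited table, whose values are centred on each probe's median, the lowest correlation between replicates was 0.810.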

The results show good correlations between sample replicates with correlation coefficient of more than 0.99 (Table S1).

### Differentially Expressed Genes at All the Time Points

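At 20 min, 1373 of the 32031 kept probes were at least 3-fold higher than at 0 min and 857 at least 3-fold lower. At 60 min the numbers were 1492 and 957, at 2 h 1279 and 602, at 4 h 1285 and 1188, and at 8 h 1351 and 1226. With an adjusted p under 0.05 in limma as a further condition, 1359 were higher and 808 lower at 20 min, 1484 and 923 at 60 min, 1264 and 589 at 2 h, 1255 and 1182 at 4 h, and 1320 and 1219 at 8 h. Without the 3-fold condition, 20357 of the 32031 kept probes had an adjusted p under 0.05 at 20 min and 23454 at 4 h. This condition therefore removes few probes past 3-fold. The adjusted p rests on the spread between arrays of the same slide and leaves out any spread between slides. Higher probes made up 68.0% of the changed probes at 2 h and 52.0% at 4 h. With each array scaled to its 75th percentile in place of quantile normalization, higher probes made up 63.7% at 4 h and 66.9% at 8 h, against 52.4% at 8 h with quantile normalization. The alternative that moved the counts with an adjusted p most was a test against the 3-fold bound itself, which left 195 lower probes at 20 min.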

The differentially expressed genes at the time point of 20 min, 60 min, 2 h, 4 h and 8 h heat treatment were determined by more than 3-fold change of expression level compared with the control, and the numbers of up- and down-regulated genes at the five time points are shown in Figure 1. The number of differentially expressed genes at the time point of 2 h heat shock is smaller than that at 20 min and 4 h, therefore, it could be concluded that the time point of 2 h may be the transition and key point for rice panicle in response to high temperature. 

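In all, 2230 probes were changed at least 3-fold at 20 min, 2449 at 60 min, 1881 at 2 h, 2473 at 4 h and 2577 at 8 h. Between neighbouring time points, 596 probes differed at least 3-fold with an adjusted p under 0.05 from 20 min to 60 min, 625 from 60 min to 2 h, 994 from 2 h to 4 h and 151 from 4 h to 8 h. Of the 994 probes that differed between 2 h and 4 h, 703 were lower at 4 h; these times lie on different slides. Tested against the 3-fold bound itself, 68 probes differed from 60 min to 2 h and 318 from 2 h to 4 h. From the smaller number of changed genes at 2 h, the paper proposes this time as a transition and key point of the response.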

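At all 5 times, 263 probes of 200 loci were changed at least 3-fold. Of these probes, 232 were higher at every time, 18 were lower at every time, and 13 were higher at some times and lower at others. All 5 ratios use the same 2 control arrays. In 100 simulations of unchanged groups against the same 2 controls, with the spread of each probe in the model, a median of 1 probe and at most 4 probes passed at all 5 times. These simulations hold no difference between slides, so they do not cover what slides may add. With an adjusted p under 0.05 at each time, 252 probes remained. Of the 262 probes of Table S2, 247 were changed at least 3-fold at all 5 times here. With a P flag required on all 12 arrays, 171 probes passed at all 5 times.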

The Venn diagram analysis shows that there are 198 genes (262 probes) that were significantly-regulated at all the time points of heat stress (Fig. 2A), most of which were early up-regulated (Fig. 2B). These genes are mainly involved in stress-response and transcription regulation according to GO analysis and annotation from RAP-DB, such as zinc finger transcription factors, Hsf, sHsp and ROS-related genes (Table S2).

**Figure 1:**
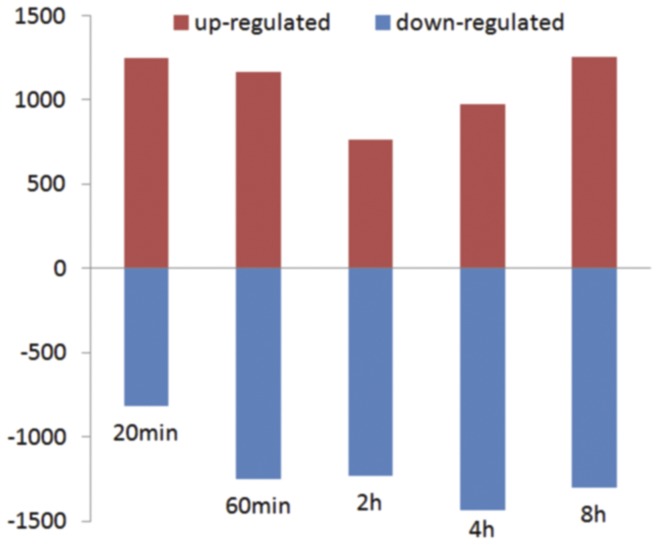
Distribution of the differentially expressed genes at all time points. The numbers on the horizontal axis represented for the time after heat treatment, and that on the vertical axis for the numbers of up- and down-regulated probes.

**Figure 2:**
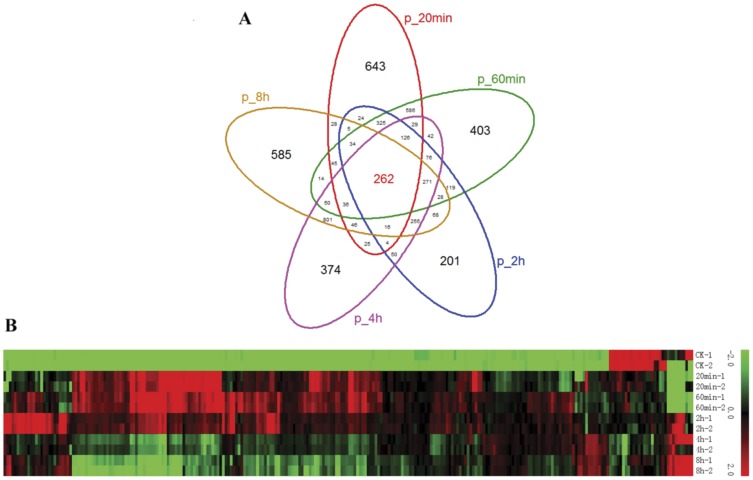
Significantly-regulated probes on the time course of heat stress. A, Venn diagram analysis on the differentially expressed probes at all time points identified 262 significantly regulated probes on the time course of heat stress. B, Expression pattern of the 262 significantly regulated probes using Hierachical Clustering (HCL) algorithm. The color scale (representing the average of normalized values) is shown at the right, and green bar indicates low expression, and red for high expression.

### Identification of the Heat-responsive Genes

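At 2 or more of the 5 times, 3376 probes of 2587 loci were changed at least 3-fold. Of these probes, 1879 were never lower, 1316 never higher, and 181 were higher at some times and lower at others. In the simulations of unchanged groups against the same 2 controls, again without a difference between slides, a median of 30 and at most 41 probes met this definition. With an adjusted p under 0.05 at 2 or more times, 3309 probes met it.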

The heat-responsive (HR) genes were defined as the ones that have more than 3-fold expression change in at least two of the five time points and 2449 genes (3364 probes) were identified as HR genes on the time course (Table S3). Gene Ontology (GO) classification demonstrated that most of these HR genes were related to transporter, protein binding, antioxidant, catalysis, transcription regulation, reproduction and development, stress response categories (Fig. 3).

**Figure 3:**
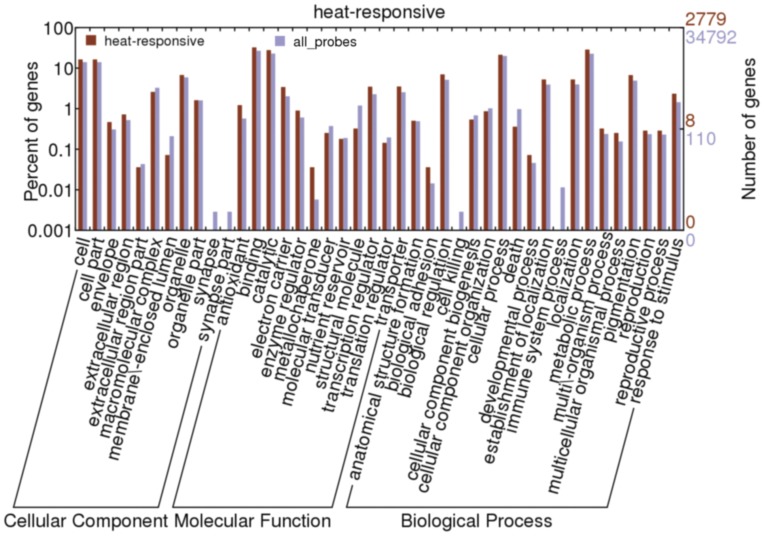
Gene Ontology (GO) classification of the heat-responsive (HR) genes. The HR genes were designated as those have more than 3-fold expression changes compared with the control (untreated sample) in at least two of the five time points.

The above GO classifications were further validated with analysis of specific important pathways using MapMan. The cellular response-related genes are mainly involved in biotic stress, heat stress, thioredoxin, cell cycle and development, and they are characteristic of early or constitutive up-regulation during the time course of heat stress such as Hsp family members and dnaJ proteins (Fig. 4A). The secondary metabolism-related genes, which significantly participate in the synthesis of phenylpropanoid, lignin, simple phenols and flavonoids, mainly exhibited late up-regulation under heat stress (Fig. 4B). We further investigated the ubiquitin–proteasome system (UPS) and found that RING/U-box- and SCF-related genes from E3 family constitute a major group with significant and complex expression changes under heat stress (Fig. 4C, Table S9).

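Of the 123 loci of Table S9, 75 were at least 3-fold higher at some time and 51 at least 3-fold lower at some time, with 6 in both sets. At 20 min or 60 min 49 were higher, at 4 h or 8 h 44, and at all 5 times 7.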

**Figure 4:**
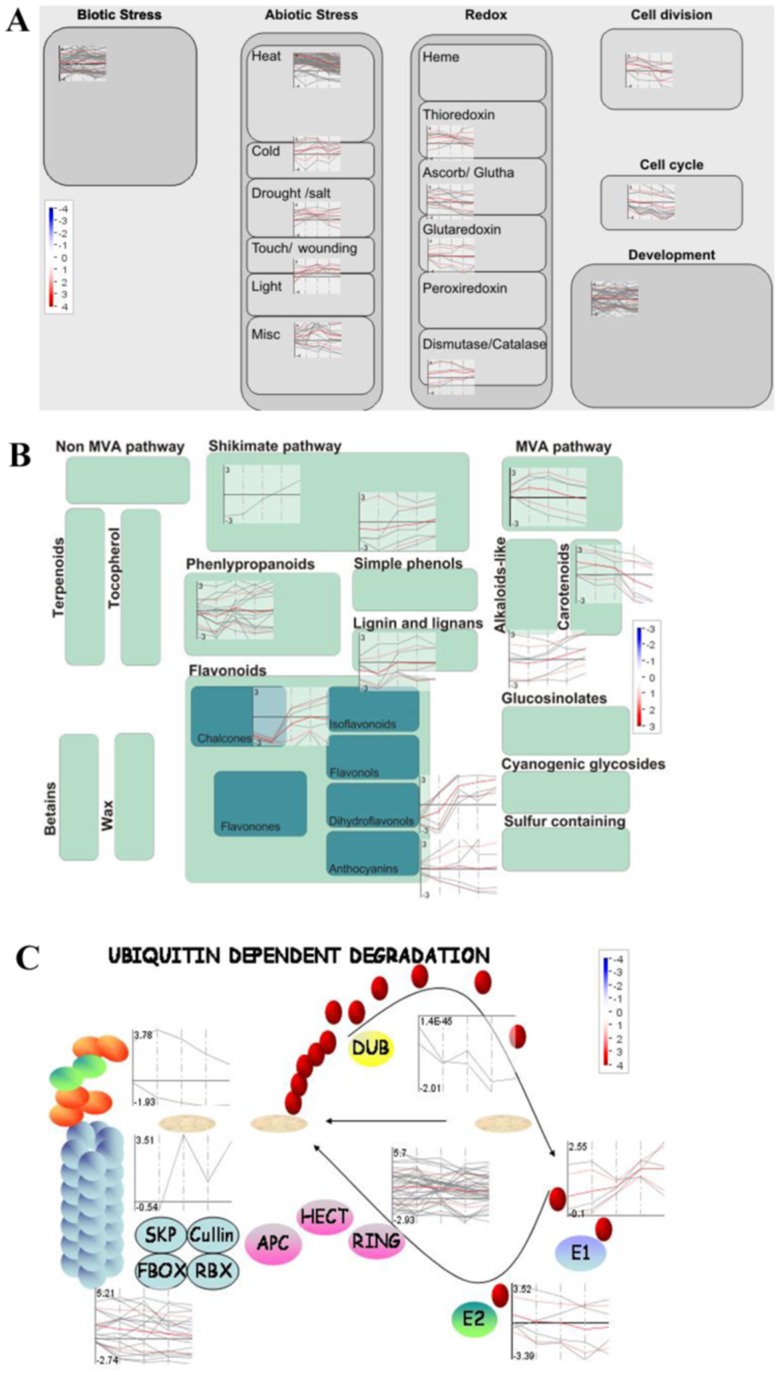
Expression profiles of the genes in cellular response, secondary metabolism and the ubiquitin-proteasome system. MapMan was used to visualize the HR genes in the cellular response (A), secondary metabolism (B) and ubiquitin-proteasome system (C). Each BIN or subBIN is represented as a block with each transcript colored red for up-regulation or blue for down-regulation.

### Expression Pattern on the Time Course of Heat Shock

Considering the complex changes of genome-wide gene expression on the time course of heat stress, we used k-Means Clustering (KMC) together with HCL to see the gene expression pattern in rice panicle under heat stress. 

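k-means clustering of the 3376 probes on their 5 log2 ratios, with 12 clusters and 50 starts, gave clusters of 97 to 563 probes. The largest, of 563 probes, had a mean log2 ratio of -0.58 at 20 min and -1.92 at 4 h. A cluster of 516 probes had a mean of 2.35 at 20 min and 0.16 at 8 h, and a cluster of 419 probes had -0.08 at 20 min and 2.09 at 8 h. The smallest, of 97 probes, had a mean of 6.06 at 20 min and 2.69 at 8 h. Another random seed gave nearly the same clusters (adjusted Rand index 0.979), whereas clustering log2 values centred on each probe's median gave an index of 0.486.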

The HR genes on the time course of heat stress were divided into 12 clusters (Fig. 5). 

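Counted probe by probe, 1341 of the 3376 heat-responsive probes were at least 3-fold higher at 20 min or 60 min and 1298 at 4 h or 8 h, with 583 in both sets. At least 3-fold lower were 852 probes at 20 min or 60 min and 1032 at 4 h or 8 h, with 387 in both sets. Lower early and higher late were 125 probes, and higher early and lower late 51. With a 2-fold bound at all 5 times, 538 probes were higher and 176 lower at every time.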

The cluster 1 represents for early down-regulation, cluster 2 for early-down and late-up-regulation, cluster 3 for late down-regulation, cluster 4 for continuous down-regulation, cluster 5, 6, 8 and 9 for early up-regulation, cluster 7, 10 and 11 for late-up-regulation, and cluster 12 for continuous up-regulation. GO analysis on the clusters from KMC showed that the genes involved in protein binding and degradation were early up-regulated, the catalysis-related genes were early down-regulated, and the genes for electron carrier and signal transduction were late down-regulated (p = 0.05) (Fig. 6).

**Figure 5:**
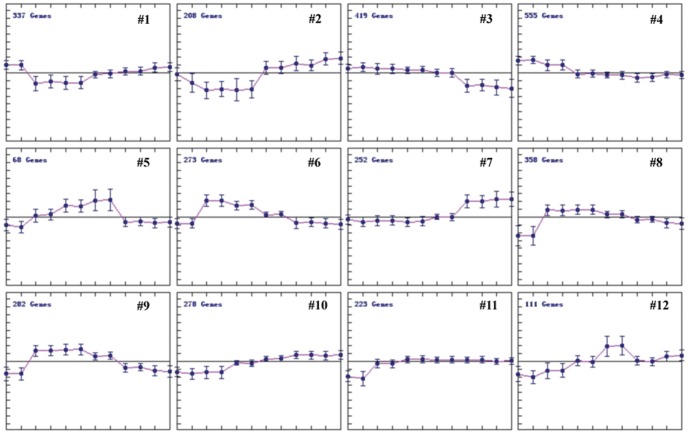
Expression patterns of the HR genes. The HR genes were divided into 12 clusters (from #1 to #12) based on their expression level using k-Means clustering (KMC) algorithm, and #1 belongs to early down-regulated, #2 for early down and late up-regulated, #3 for late down-regulation, #4 for continuous down-regulation, #5, #6, #8 and #9 for early up-regulation, #7, #10 and #11 for late up-regulation, #12 for continuous up-regulation. The vertical axis represented for the gene expression signal value, and the horizontal axis represented for the 12 samples in order (from left to right: CK-1, 2; 20 min-1, 2; 60 min-1, 2; 2 h-1, 2; 4 h-1, 2; 8 h-1, 2 ).

**Figure 6:**
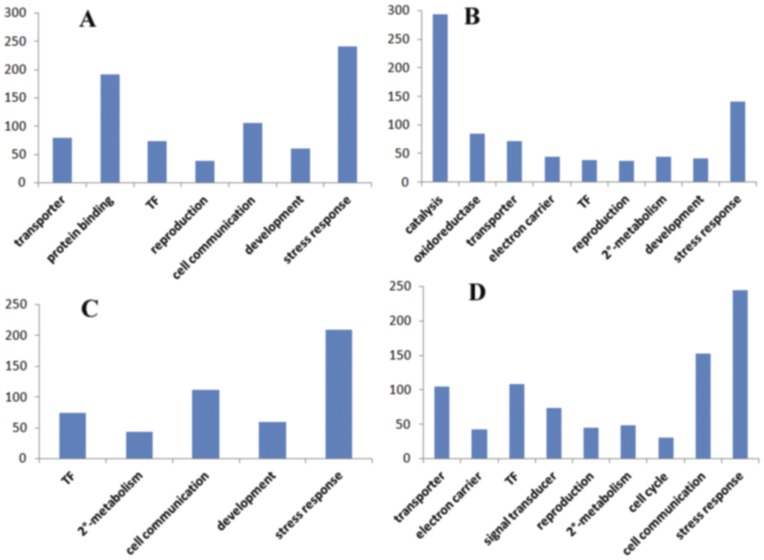
GO analysis on the clusters from KMC. Functional distribution of the early-up- and early-down-regulated (A, B) plus late-up- and late-down-regulated (C, D) clusters showed that the genes are mainly involved in stress response, transcription factor, transporter, secondary metabolism, development as well as reproduction (p = 0.05).

### Major Functional Categories of HR Genes in Rice Panicle

#### Transcription factors

The rice genome has at least 1,930 predicted transcription factors (TFs), which have been classified into 63 families [25], and the rice microarray contains 1,702 TF genes. In this study, the identified TF genes mainly belong to the HSF, AP2/ERF, bHLH, bZIP, MYB, WRKY, NAC and C_2_H_2_ families (Table S4). Among the 9 heat responsive *Hsf* genes, 5 belong to *HsfA* sub-family (*HsfA2a*, *HsfA2d*, *HsfA9*, *OsHsfA3*, *OsHsfA2f*) and 3 belong to *HsfB* sub-family (*HsfB2a*, *HsfB2b*, *HsfB2c*). They exhibited early-up- or constitutive-up-regulation during the period of heat treatment. 

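All 9 *Hsf* loci were heat-responsive here. At least 3-fold higher at 20 min or 60 min were 8 of them, and 5 (*HsfA2a*, *HsfA2f*, *HsfA3*, *HsfA9* and *HsfB2b*) were at least 3-fold higher at all 5 times. *HsfA2d*, *HsfB2a* and *HsfB2c* were past 3-fold at 20 min and within 3-fold of 0 min at 8 h, with log2 ratios of -0.51, -0.07 and 0.24. The remaining locus, *HsfC1b* (Os01g0733200), had a log2 ratio of -0.59 at 20 min (adjusted p = 0.49) and rose to 4.94 at 4 h (standard error 0.70, adjusted p = 0.00023). The 2 control arrays of this locus lay apart, and its log2 ratio was -1.93 at 20 min without control replicate 2 and 1.60 at 2 h without control replicate 1. The brightest probe of *HsfB2c* had 3.61 at 8 h. The ratio of *HsfA3* at 60 min was 1.61, and it was 1.43 without control replicate 2 and 1.54 with 75th percentile scaling or normexp background correction, and it was within 3-fold without 60 min replicate 2 as well. With the median over the probes of a locus in place of a single probe, 3 *Hsf* loci were higher at all 5 times. *HsfA2a* then had log2 ratios of 1.46 at 4 h and 1.44 at 8 h, and *HsfA9* (Os03g0224700) of 1.39 at 2 h and 0.80 at 8 h. By its brightest probe, *HsfA9* had 0.99 at 8 h.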

Notably, the transcript for *HsfA2a* and *HsfA2f* were induced over 200-fold at the beginning of heat shock. 

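At 20 min, *HsfA2a* (Os03g0745000) was 208-fold higher than at 0 min, a log2 ratio of 7.70 (standard error 0.31, adjusted p = 1.9e-07 in limma). *HsfA2f* (Os06g0565200) was 339-fold higher, a log2 ratio of 8.41 (standard error 0.24, adjusted p = 3.5e-08). Both fell from there, to log2 ratios of 2.09 and 3.09 at 8 h. Without control replicate 1 the ratio of *HsfA2a* at 8 h was 1.58.

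**Figure D1:**
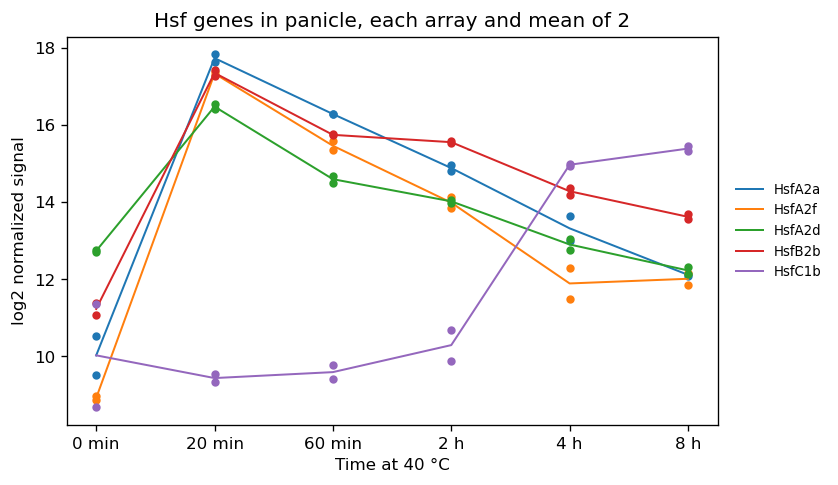
Log2 normalized signal of 5 Hsf loci (vertical axis) against the time at 40°C (horizontal axis, not to scale). Each point is an array, 2 for each time, and the lines join the means. HsfA2a and HsfA2f are highest at 20 min, while HsfC1b stays low until 2 h and is high at 4 h and 8 h. The 2 control arrays of HsfC1b lie apart.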

Twenty-four of the 164 *AP2/ERF* TF genes were identified as HR, and only one *AP2* and 5 *DREB* sub-family members were significantly expressed. The *ERF* subfamilies, *B1*, *B2*, *B3* and *B4*, constitute the major groups. Among them, Os01g0313300, Os03g0182800 and Os02g0546800 showed continuous up-regulation upon heat stress. 

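Of the 24 *AP2/ERF* loci, 21 were heat-responsive here, 14 were at least 3-fold higher at 20 min or 60 min, and 3 (Os01g0313300, Os02g0546600 and Os02g0546800) were so at all 5 times. Os01g0313300 rose from a log2 ratio of 2.23 at 20 min to 4.01 at 2 h and was 2.65 at 8 h. Os02g0546800 was not well above background on either 0 min array; it was at least 91.8-fold higher at 20 min and at least 1.89-fold higher at 8 h, when 1 of its 2 arrays was well above background and its log2 ratio of 2.52 was within 3-fold with normexp. Os03g0182800 was also not well above background on either 0 min array. Its ratios at 20 min, 2 h and 8 h were past 3-fold. Only that at 2 h, at least 3.92-fold higher, also had an adjusted p under 0.05 (0.037 in limma). Its log2 ratios were 1.94 at 20 min, 0.96 at 60 min, 3.70 at 2 h, 1.53 at 4 h and 2.35 at 8 h. With any array of 0 min, 2 h or 8 h left out, or with 75th percentile scaling, the ratio at 2 h stayed past 3-fold, but its adjusted p did not stay under 0.05.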

Among the 9 HR genes in the 178 *bHLH* members, only Os08g0487700 was early up-regulated, and all the others were repressed during heat stress. 

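Os08g0487700, not well above background on either 0 min array, was at least 3.98-fold higher at 20 min and at least 4.5-fold higher at 60 min. Its log2 ratio at 20 min was 2.00, but it was within 3-fold without control replicate 1 and 1.29 with normexp. Of the other 8 *bHLH* loci, 7 were at least 3-fold lower at some time and never 3-fold higher. Os04g0301500 was first higher, with a log2 ratio of 1.98 at 60 min, and then lower, with -3.02 at 8 h.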

Among the 13 HR *bZIP* family genes, *OsbZIP-IV* and *VI* subfamilies were major groups. Only 3 genes from *OsbZIP-VI*, 2 from *OsbZIP-III* and 1 from *OsbZIP-I* were early up-regulated. In addition, among the *Myb* family genes, 9 genes for (R1)R2R3, 7 for MYB-related and 3 for atypical MYB were identified as HR. 

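At least 3-fold higher at 20 min or 60 min were 7 of the 13 *bZIP* loci, 3 of group VI, 2 of group III, 1 of group I and 1 of group IV (Os01g0542700). In group VI, Os08g0472000 had a log2 ratio of 2.52 at 20 min by the chosen probe and 0.54 by the brightest. In group III, *OsbZIP50* (Os06g0622700) had a log2 ratio of 3.06 at 60 min (standard error 0.06) and *OsbZIP60* (Os07g0644100) of 2.41 at 20 min (standard error 0.06). None of the 13 loci was 3-fold higher at 4 h or 8 h, and 5 (Os02g0203000, Os03g0127500, Os06g0662200, Os07g0687700 and Os08g0357300) were only ever lower past 3-fold.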

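By the probe that stands for each locus, 8 of the 9 (R1)R2R3, all 8 MYB-related and all 3 atypical MYB loci of Table S4 were heat-responsive here. Over the 25 loci of the family, 12 were at least 3-fold higher at 20 min or 60 min, 3 (Os02g0114800, Os07g0137000 and Os08g0549000) were higher at 4 h or 8 h and not at 20 min or 60 min, and 9 were only ever lower. The 3 atypical loci had a median log2 ratio of 3.29 at 20 min and -2.53 at 8 h. Of the late genes, Os02g0114800 had a log2 ratio of 0.26 at 20 min and 4.86 at 8 h.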

The 11 identified HR *WRKY* family genes were mainly from group II and III. Only 3 genes (Os05g0537100, Os11g0117400 and Os12g0116600) were continuously up-regulated during heat shock, and the others were characteristic of early induction. 

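Os05g0537100, Os11g0117400 and Os12g0116600 were at least 3-fold higher at all 5 times; their lowest log2 ratios were 1.86, 1.66 and 1.72, and without control replicate 2 the first of these ratios was 1.53 and the second was also within 3-fold, so that only 1 *WRKY* locus passed at all 5 times. Of the 11 loci, 8 were at least 3-fold higher at 20 min or 60 min. Os01g0246700 was higher late, with a log2 ratio of 3.62 at 8 h, and Os01g0821600 and Os07g0680400 were lower, with -2.66 and -2.71 at 4 h.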

There are 13 HR genes from *NAC* family, and *SNAC_B* subfamily is predominant. Similarly, among the 11 HR genes in *C_2_H_2_* family, a large part of them were early induced in rice panicle under heat shock.

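All 13 *NAC* loci were heat-responsive here, and 8 were so without control replicate 2 or with normexp. At 4 h or 8 h, 8 were at least 3-fold higher, 7 of which were not so at 20 min or 60 min, and 3 loci (Os06g0131700, Os10g0413900 and Os12g0156100) were only ever lower. The median log2 ratio over the 13 loci rose from -0.31 at 20 min to 2.10 at 8 h.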

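At least 3-fold higher at 20 min or 60 min were 7 of the 11 *C_2_H_2_* loci, and 4 when the brightest probe stood for each locus. *ZOS3-21* (Os03g0820300) was past 3-fold at all 5 times, with log2 ratios between 2.55 and 3.64. *ZOS5-06* (Os05g0279400) fell from 2.98 at 20 min to 0.16 at 8 h, and its brightest probe was within 3-fold at 20 min. Of the probes of Os04g0162100, listed as *ZOS4-02b*, the chosen probe was not well above background on either 0 min array and at least 4.62-fold higher at 20 min, while the brightest probe had a log2 ratio of -0.18 and the median over its kept probes was -0.14 at that time.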

#### Hsp and other chaperone genes

It is well known that plant HSPs and other chaperones play important roles both in response to adverse environmental conditions and in various developmental processes. Our experiments identified 39 Hsp genes and 33 other unclassified Hsp genes responsive to heat (Table S5). Among the HR Hsp genes, 3 genes represented for Hsp100, 11 for Hsp70, 6 for Hsp90, and the other 19 genes for sHsp. All HR members from Hsp100 family and most HR genes from Hsp70 and Hsp90 families exhibited significant elevation at the transcript level within 4 h after heat treatment in rice panicle. 

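All 3 Hsp100 loci were at least 3-fold higher at 20 min, with log2 ratios of 3.91 to 4.36, and their median fell to 0.58 at 8 h. At 20 min or 60 min, 10 of the 11 Hsp70 loci and 5 of the 6 Hsp90 loci were at least 3-fold higher. The median log2 ratio of the Hsp70 loci was 2.77 at 20 min and 1.40 at 8 h, and that of the Hsp90 loci 2.56 and 0.54.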

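At all 5 times, 3 Hsp70 loci (Os03g0218500, Os03g0277300 and Os03g0710500) and 1 Hsp90 locus (Os04g0107900) were at least 3-fold higher. Os03g0710500 was well above background on 1 of the 2 control arrays. With a 2-fold bound these numbers were 5 and 1. Os04g0107900 fell from a log2 ratio of 6.68 at 20 min to 2.42 at 8 h (standard error 0.09, adjusted p = 2.4e-07).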

Only 4 genes for Hsp70 and 2 genes for Hsp90 were persistently induced by heat. Notably, almost all of the HR sHsp subfamily genes were greatly and continuously up-regulated during the period of high temperature, and constituted a major group of the significantly-regulated genes on the time course of heat treatment (Table S2, Table S5). 

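Of the 19 sHsp loci, 16 were at least 3-fold higher at all 5 times. The median log2 ratio over the 19 loci was 4.55 at 20 min, 4.29 at 2 h and 2.25 at 8 h. The other 3 loci were Os03g0267200, higher at the first 4 times with 0.48 at 8 h, Os10g0437700, higher from 2 h on with 2.16 at 8 h, and Os01g0135900, whose log2 ratio was never past 3-fold and 1.30 at 4 h.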

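Table S5 lists 31 loci as unclassified in the copy used here. At 20 min or 60 min, 25 of them were at least 3-fold higher, 9 were so at all 5 times, and 4 (Os02g0503500, Os04g0298700, Os05g0587300 and Os07g0443500) were only ever lower. Their median log2 ratio was 2.65 at 20 min and 0.87 at 8 h.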

Most of the unclassified HR Hsp genes were early induced. 

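Among the unclassified loci, 12 are annotated as DnaJ proteins. Of these, 9 were at least 3-fold higher at 20 min or 60 min, 3 (Os01g0606900, Os03g0300600 and Os03g0776900) were so at all 5 times and 2 (Os05g0587300 and Os07g0443500) were only ever lower. Os01g0606900 had log2 ratios between 3.94 and 5.77 over the 5 times. Its control arrays lay apart, at 12.28 and 9.93 on the log2 scale, and its ratio at 4 h was 4.59 to 6.94 with 1 of them left out. Os03g0776900 fell from 5.11 at 20 min to 2.79 at 8 h.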

A few genes for DnaJ protein, dehydrin, and hypothetical proteins were persistently elevated more than 10-fold during heating in rice panicle.

#### Transporters

In the rice genome, transporter family genes are grouped into 4 distinct types: ATP-dependent transporters, secondary transporters, ion channels, and unclassified transporters. Among 1,286 transporter-encoding genes, 1,147 genes were present in rice microarray, and 115 were significantly altered at the transcript level under heat treatment and considered as HR genes (Table S6). 

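By the probe that stands for each locus, 104 of the 115 transporter loci of Table S6 were changed at least 3-fold at 2 or more times. At least 3-fold higher were 31 loci at 20 min or 60 min and 32 at 4 h or 8 h, and 58 were only ever lower.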

Among the 8 ATP-binding cassette (ABC) transporter genes responsive to heat, 2 genes (Os09g0572400 and Os03g0332700) responded to early heat stress, 2 genes (Os03g0281900 and Os12g0132800) exhibited early repression and late induction. 

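Os09g0572400 had a log2 ratio of 2.53 at 60 min and Os03g0332700 of 2.14 at 20 min, with standard errors of 0.15 and 0.15. Os03g0281900 was well above background on 1 of the 2 control arrays and on no array at 20 min and 60 min. Its lower values at these times had adjusted p of 0.14 and 0.14, with log2 ratios of -1.33 and -1.30 that became -2.70 and -2.66, past the threshold, without control replicate 2. It was 12.5-fold higher at 8 h (adjusted p = 0.0019), a log2 ratio of 3.65 that was 2.28 and 5.01 without control replicate 2 and 1. Os12g0132800 was not well above background at 0 min, 20 min or 60 min, and was at least 3.23-fold higher at 2 h and at least 4.82-fold higher at 8 h. Its log2 ratio at 2 h was 2.01, and 1.26 with normexp.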

The rest 4 genes were significantly down-regulated. Among the genes related to sugar, peptide, amino acid and other metabolites transport, 7 genes were remarkably early heat-induced. At the same time, 8 genes for aquaporin were identified as HR genes. 

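*OsTIP1;2* (Os01g0975900), not well above background on either 0 min array, was at least 3.08-fold higher at 20 min, at least 37.2-fold higher at 60 min and at least 3.88-fold higher at 8 h; its log2 ratio at 20 min was 2.27, but 1.49 with normexp and 1.35 by its brightest probe. *OsNIP2;1* (Os02g0745100) was not well above background at 0 min, 20 min or 8 h, and was at least 3.16-fold higher at 60 min. *OsTIP4;1* (Os05g0231700) had a log2 ratio of -0.32 at 20 min and 2.77 at 4 h (adjusted p = 1.3e-06). *OsNIP4;1* (Os01g0112400) was lower at 60 min, with -3.08 (adjusted p = 0.027), and higher at 8 h, with 3.16 (adjusted p = 0.023). Its 2 control arrays lay apart. The ratio at 60 min was -1.48 without control replicate 1 and -2.53 without 60 min replicate 2. That at 8 h was 1.55 without control replicate 2, and 3.23 or 3.09 without 8 h replicate 1 or 2. Of these, -1.48 and 1.55 were within 3-fold, and the others were past it without an adjusted p under 0.05.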

Only *OsNIP2;1* (Os02g0745100) and *OsTIP1;2* (Os01g0975900) were continuously up-regulated during heating in rice panicle, and both of *OsNIP4;1* (Os01g0112400) and *OsTIP4;1* (Os05g0231700) were late elevated. The other 4 genes including *OsPIP2;4* (Os07g0448100) were repressed.

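*OsPIP2;4* (Os07g0448100) was 3.29-fold higher at 20 min (adjusted p = 1e-06) and 6.82-fold lower at 8 h (adjusted p = 1.3e-07). Table S6 annotates 2 further loci as such channels. Os01g0232000 was lower throughout, with log2 ratios of -0.87 at 20 min and -3.03 at 8 h, and Os06g0228200 had -1.67 at 20 min.

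**Figure D2:**
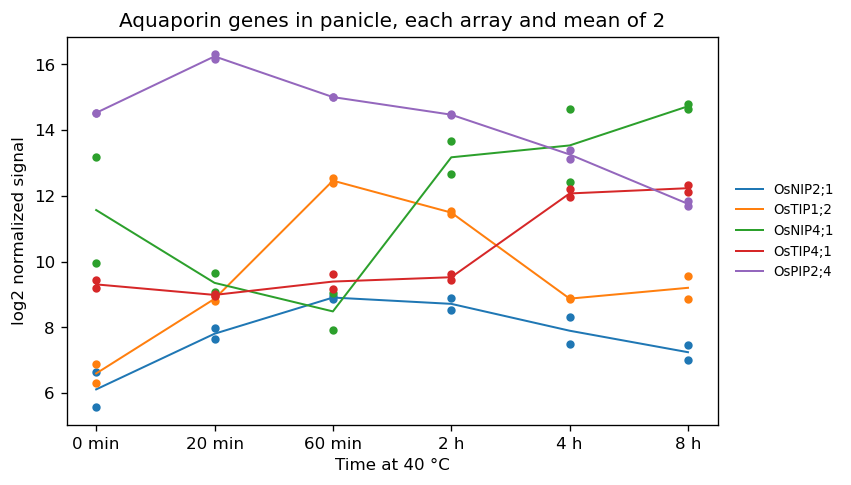
Log2 normalized signal of 5 aquaporin loci (vertical axis) against the time at 40°C (horizontal axis, not to scale). Each point is an array, 2 for each time, and the lines join the means. OsPIP2;4 is highest at 20 min and lowest at 8 h, and OsTIP4;1 is high at 4 h and 8 h.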

#### ROS-related genes

ROS-related antioxidant enzyme systems mainly include superoxide dismutase (SOD), catalase (CAT), ascorbate peroxidase (APX), peroxidase (Prx), glutathione peroxidase (GPX), glutathione-S-transferase (GST), alternative oxidase (AOX) and peroxiredoxin (PrxR), and they have pivotal roles in ROS clearance and balance. In the present report, 225 ROS-related genes were detected among HR genes, and mainly comprised P450 family, GST, Prx and thioredoxin (Trx) (Table S7). Most of the P450 family HR genes were repressed to some extent, and only 10 P450 family genes were up-regulated at the late stage of heat stress in rice panicle. 

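P450 loci were taken from the annotation of the array, a choice made after the data were seen, as the copy of Table S7 used here is shortened and its P450 and Trx sheets were not used. Of the 31 heat-responsive loci annotated so, 19 were only ever lower past 3-fold, and 9 were at least 3-fold higher at 4 h or 8 h, 7 of which were not so at 20 min or 60 min. Their median log2 ratio was -1.59 at 20 min and 0.39 at 8 h.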

Most of the Prx genes were repressed during heat stress, and just a few were late induced. 

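Of the 20 Prx loci of Table S7, 14 were only ever lower past 3-fold. None was 3-fold higher at 20 min or 60 min, and 6 were so at 4 h or 8 h. Their median log2 ratio was -1.91 at 20 min and 0.23 at 8 h.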

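Of the 5 heat-responsive loci that the array annotates as thioredoxin, 4 were at least 3-fold higher at 20 min or 60 min, and 1 (Os02g0774100) was so only at 4 h or 8 h, with 4.15 at 8 h. Their median log2 ratio was 1.87 at 20 min and 0.14 at 8 h.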

All HR Trx genes were early induced. 

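*AOX1b* (Os04g0600300) was not well above background on either 0 min array. It was at least 86.7-fold higher at 20 min, at least 147-fold higher at 60 min and at least 7.25-fold higher at 8 h (adjusted p = 2.8e-08). The PrxR gene (Os07g0638300) was 85.7-fold higher at 20 min, 212-fold higher at 60 min, 15.5-fold higher at 4 h and 3.63-fold higher at 8 h (adjusted p = 1.2e-05).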

Notably, the genes for *AOX1b* (Os04g0600300) and PrxR gene (Os07g0638300) were up-regulated more than one hundred-fold at the early stage of heat stress, and remained at high level at the late stage. 

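The SOD gene Os07g0665200 had log2 ratios between 1.45 at 20 min and 1.81 at 4 h, and it was 3.52-fold higher at 4 h (adjusted p = 2.7e-05). At 60 min and 8 h its ratios were 1.72 and 1.65, and 1.51 and 1.44 without control replicate 2.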

One gene (Os07g0665200) for SOD was slightly induced during heat treatment.

#### Signal transduction

In our microarray data, 55 phytohormone-related genes were detected as HR genes, and they are mainly involved in auxin, ethylene and ABA metabolism and signaling (Table S8). 

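Of the 24 auxin-related loci, 12 were only ever lower past 3-fold and 11 were at least 3-fold higher at some time. Os03g0796000 was 16.3-fold higher at 20 min and Os08g0118500 9.66-fold. Os02g0643800 had a log2 ratio of 1.85 at 60 min, Os06g0714300 of 2.13 and Os02g0635200 of 2.53. Os01g0802700, not well above background on either 0 min array, was at least 3.74-fold higher at 20 min, with a log2 ratio of 1.90 that was 1.26 with normexp. Also higher were Os02g0805100, with 3.76 at 2 h, and Os04g0341100, with 2.92 at 8 h.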

Among 24 auxin-related HR genes, most were down-regulated under heat treatment, and the 6 up-regulated genes encoded ripening-associated protein (Os03g0796000), SAUR-like protein (Os08g0118500, Os02g0643800 and Os06g0714300), nitrilase (Os02g0635200) and auxin efflux carrier (Os01g0802700), respectively. One SAUR family gene (Os09g0545300) remained at high transcript level during heating. 

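Os09g0545300, not well above background on either 0 min array, was at least 3.11-fold higher at 60 min, at least 5.52-fold higher at 2 h and at least 8.39-fold higher at 8 h (adjusted p = 0.00013). At 20 min 1 of its 2 arrays was well above background, and its log2 ratio of 1.83 became 0.59 without 20 min replicate 2.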

Three ABA signaling-related genes encoding bZIP proteins were early up-regulated. 

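Of the 7 ABA-related loci of Table S8, 4 (Os01g0128300, Os01g0867300, Os02g0833600 and Os08g0472000) were at least 3-fold higher at 20 min or 60 min, and the median log2 ratio of the 7 was 1.21 at 20 min and 1.03 at 8 h.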

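*SAPK9* (Os12g0586100) was 3.46-fold lower at 60 min (adjusted p = 6.4e-06), where its log2 ratio was -1.79 and, without control replicate 1, -1.57, and 8.14-fold higher at 8 h (adjusted p = 4e-07).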

And only one gene for *SAPK9* (Os12g0586100) was late induced under high temperature. Among the 9 HR genes involved in ethylene signaling, three were continuously induced more than 2-fold under heat shock (Os02g0574800 for EIN3, Os06g0592500 for ERF and Os09g0570800).

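At least 2-fold higher at all 5 times were 3 of the 9 ethylene-related loci. The number was 2 with normexp, with a P flag on all 12 arrays, without control replicate 2 and without 20 min replicate 2. Os06g0592500 was 12.9-fold higher at 20 min and 4.78-fold at 8 h. Os09g0570800 had its lowest log2 ratio at 20 min, 1.44, and its highest at 60 min, 2.43. Os02g0574800, not well above background on either 0 min array, was at least 1.94-fold higher at 20 min and at least 6.23-fold at 8 h. Its log2 ratio at 20 min was 1.08, and 0.70 without control replicate 2.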

At the same time, six light-responsive genes were identified as HR, and one encoding a light regulated Lir1 family protein was up-regulated over 2-fold after 2 h of heat treatment, three for early light-induced protein (ELIP) and one for BTB domain containing protein were all early induced upon heat shock (Table S8).

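The Lir1 gene (Os01g0102900) had a log2 ratio of 1.84 at 2 h and 2.69 at 4 h. The ELIP genes Os01g0246400, Os07g0178700 and Os07g0178800 had 5.41, 3.08 and 3.12 at 20 min. At 8 h, when Os01g0246400 was well above background on 1 of 2 arrays, all 3 were lower than at 0 min, with -2.02, -4.27 and -3.08. Os12g0117600 had 1.95 at 20 min.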

Furthermore, downstream events of phytohormone and other signal molecules would be mediated through various protein kinases. The HR protein kinases mainly comprise LRR family, G-proteins, DUF26 family, calcium-related genes and other kinases (Table S8). 

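Of the 13 LRR loci of Table S8, 11 were only ever lower past 3-fold and 2 (Os02g0155400 and Os02g0615500) were higher at some time. Of the 13 DUF26 loci, 5 (Os02g0116700, Os03g0221700, Os05g0501400, Os06g0134700 and Os06g0690200) were only ever lower and 8 were higher at some time. With a P flag required on all 12 arrays, 2 DUF26 loci were higher at some time and 3 only ever lower. The median log2 ratio of the LRR loci was -0.55 at 20 min and -1.58 at 8 h, and that of the DUF26 loci -0.20 and 1.09.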

Overall, most of the genes from LRR and DUF26 were down-regulated. In contrast, most of calcium-related and G-protein genes exhibited higher expression level. 

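Of the 23 calcium-related loci, 15 were at least 3-fold higher at some time, all at 20 min or 60 min, and 8 were only ever lower. Of the 13 G-protein loci, 8 were higher at some time and 4 (Os01g0265100, Os02g0632500, Os07g0408500 and Os10g0377400) were only ever lower. The median log2 ratio of the calcium-related loci was 1.92 at 20 min and 0.32 at 8 h, and that of the G-protein loci 0.89 and 0.15.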

Several genes encoding calmodulin binding protein (Os01g0134700, Os03g0436300, Os06g0256300 and Os12g0547600), Ca^2+^-ATPase isoform 9 (Os08g0517200) and EF hand domain containing protein (Os08g0558100) exhibited early up-regulation. 

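At 20 min the calmodulin binding protein genes Os01g0134700 and Os12g0547600 were 9.69-fold and 16-fold higher, and Os03g0436300 and Os06g0256300 4.89-fold and 4.46-fold. Os08g0517200 had a log2 ratio of 2.58 at 20 min and -0.45 at 8 h, and Os08g0558100 2.36 at 60 min and 0.49 at 8 h. Each of the 6 ratios at 20 min had an adjusted p of at most 1.3e-07 in limma. Os01g0134700 was well above background on 1 of the 2 control arrays, and the brightest probe of Os08g0517200 had 1.56 at 20 min.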

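The calmodulin gene Os01g0810300 had log2 ratios of 1.74 at 20 min, 2.47 at 2 h and 2.40 at 8 h, with a standard error of 0.09.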

A calmodulin gene (Os01g0810300) was continuously up-regulated. In addition, some genes from the small GTPase family were early up-regulated such as Ras (Os12g0631100), RhoGAP (Os07g0486500), Rab-21 (Os05g0341600) and Ran-2 (Os01g0611100).

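Os07g0486500, not well above background on either 0 min array, was at least 13.2-fold higher at 20 min. Os01g0611100 was 12.7-fold higher, Os12g0631100 5.19-fold and Os05g0341600 3.92-fold at that time. By the brightest probe of each locus, the log2 ratio at 20 min was 1.90 in place of 3.73 for Os07g0486500, 1.94 in place of 3.67 for Os01g0611100 and 1.73 in place of 2.38 for Os12g0631100. At 8 h the log2 ratios of Os01g0611100, Os12g0631100 and Os05g0341600 were 0.67, -0.10 and 0.62.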

### Promoter Analysis of Co-expressed Genes

To get more understanding of the gene expression regulation under heat shock, the promoter motifs were scanned using FIMO in the −3000−bp upstream ATG of all genes in rice. The enrichment of the motif in clusters from KMC and significance of co-occurring motifs were assessed by the hypergeometric distribution. Then the data were imported into Cytoscape (Fig. 7). The results indicated that, only in the early up-regulated Cluster 9, the important stress-responsive motifs including GCC box, CE3, ABRE, HSE, GC-repeat and Box I were significantly enriched. The enriched elements constituted two co-occurrence networks, and GCC box and CE3 were the centers of the two networks, respectively. HSE exhibited close relationship with both core elements, but ABRE only with GCC box. In addition, GC-repeat and Box I co-occurred significantly, and they showed close relationship with GCC box and CE3.

**Figure 7:**
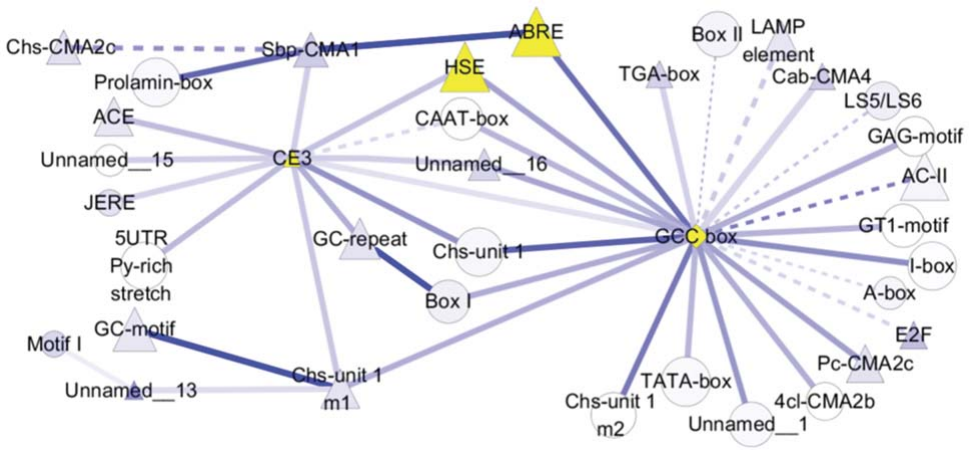
Co-occurrence analysis on the promoters of the HR genes from Cluster 9 of KMC. The motifs were scanned using FIMO in the −3000 bp upstream ATG of all genes in cluster 9. The motif enrichment and significance of motifs co-occurrence were assessed by the hypergeometric distribution, and the data were imported into Cytoscape. The important stress-responsive motifs such as GCC box, CE3, ABRE and HSE were significantly enriched (marked by yellow). Diamond represents the nodes most significantly enriched (p<0.001), triangle for significantly enriched (0.001<p<0.05), and circle for not significantly (0.05<p). Solid lines are referred as the p-value of co-occurrence less than 0.01, and dash lines as p-value between 0.01 and 0.05.

### Quantitative Real-time PCR (qRT-PCR) to Confirm Microarray Data

To validate microarray data and investigate the dynamic profile of gene expression, expression level of the 10 genes significantly-altered during heat stress was analyzed by qRT-PCR. The results showed that the expression patterns of all candidate genes by qRT-PCR were consistent with the microarray data (Fig. 8).

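Table S10 lists 9 loci, with Os04g0107900 under 2 primer pairs; the qRT-PCR values were not analysed here. On the arrays, all 9 loci were at least 3-fold higher at each of the 5 times by the probe that stands for the locus. Without control replicate 2, Os03g0300600 was within 3-fold at 20 min and 60 min, with log2 ratios of 1.48 and 1.47, and *HsfA3* was so at 60 min. Os03g0300600 was highest at 4 h, with a log2 ratio of 3.39. Os05g0381400 was highest at 60 min, with 7.30, and Os06g0195800, well above background on 1 of the 2 control arrays, at 20 min, with 7.39. Os11g0453900, not well above background on either 0 min array, was at least 80.8-fold higher at 2 h.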

**Figure 8:**
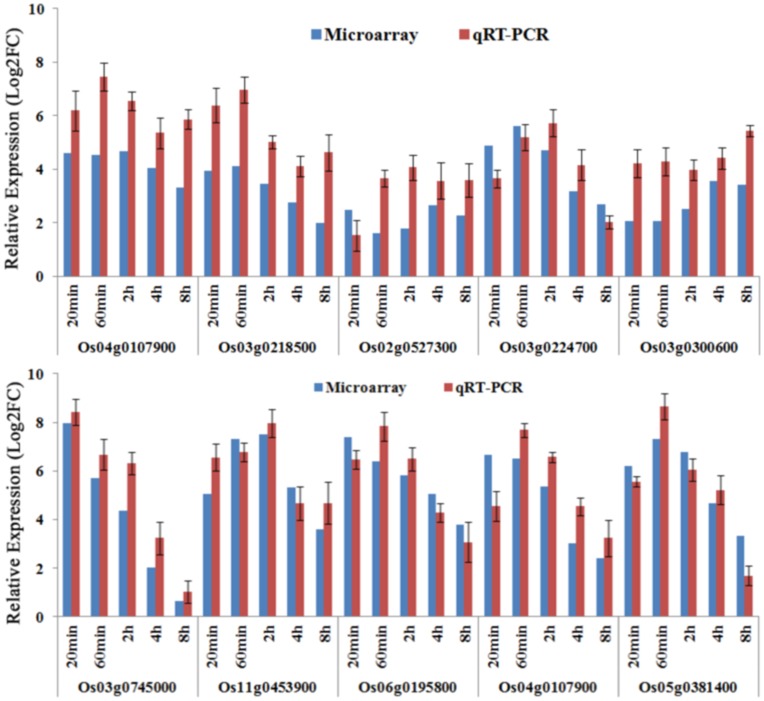
Quantitative Real-Time PCR verification of the genes expression level. Transcript levels were presented as relative values that were normalized with respect to the level of actin 1 gene. Error bars in the figures indicate standard deviation. Log2FC, log2 transformed fold change.

## Discussion

### Transcriptional Regulation may Play Vital Roles in Rice Panicle Response to Heat

As triggers for gene expression, TFs play important regulatory roles in almost all aspects of plant life including growth, development, and responses to adverse environmental conditions such as high temperature, drought, high salinity, flood and pathogen attack. In the present study, we identified 8 HR TF families that include *Hsf*, *AP2/ERF*, *bHLH*, *bZIP*, *Myb*, *WRKY*, *NAC* and *C_2_H_2_*.

There are 25 *Hsf* members in rice genome, 21 *Hsf* genes in rice microarray, and they were divided into three conserved classes, A, B and C, based on sequence homology and domain architecture [9]. Our data demonstrated that *HsfA2a*, *HsfA2d*, *HsfA2f*, *HsfA3* and *HsfB2a*, *b* and *c* were remarkably induced within 4 h after heat treatment in rice panicle (Table S4). The genome-wide expression analysis showed that *HsfA2a* and *HsfA2d* were induced over thousand-fold upon heat shock in rice root and shoot, and exhibited high expression level at all stages of panicle development, and that the three *HsfB2* family members, a, b and c, were greatly induced under heat shock in roots, shoot and panicle. It was also demonstrated that *HsfA2f* and *HsfA3* were induced upon heat shock in rice panicle [26]. The previous work in our lab showed that *HsfA2a* and *HsfA2d* were also quickly induced by heat treatment in rice seedling [27]. Further investigation uncovered that *HsfA2* is indispensable for acquired thermotolerance in *Arabidopsis* [28]. These data implied the important functions of the HR genes from *HsfA2* and *HsfB2* sub-families to activate cellular protection system in reproductive development and heat response in rice panicle.

As one of the largest TF families, *AP2/ERF* gene family can be classified broadly into four subfamilies: *AP2*, *RAV*, *DREB* and *ERF* [29]. Previous microarray analysis showed that a *DREB_A1* gene was continuously up-regulated under various virus infections, and an *ERF_B3* was significantly induced by drought [30]. In our case, the first gene was induced only at the beginning of heat shock, and the latter one was late up-regulated during heat stress (Table S4). Tissue expression profile elucidated that one *DREB* gene and three *ERF* genes were greatly repressed in rice panicle under normal condition [29], and they were greatly induced by heat in our research (Table S4), which may suggest they play important roles in rice panicle in response to heat shock. Therefore, *ERF* and *DREB* sub-family genes may be good candidates for improving crop abiotic stress tolerance [31].

The *OsbHLH* family in rice genome has 178 genes [32], and there are 170 *OsbHLH* genes in rice microarray. The previous work revealed that *OsbHLH148* (Os03g0741100) was induced under the treatment of dehydration, high salinity, low temperature and wounding in rice [33], and that *OrbHLH2* from wild rice (*Oryza rufipogon*) may positively regulate salt-stress signals independent of ABA in *Arabidopsis* [34]. Among the 9 HR *bHLH* genes in our data, only Os08g0487700 was early up-regulated during heat stress, and the rest were down-regulated to different extent (Table S4), which implied that *bHLH* family genes may be mainly involved in negative regulation of heat response in rice panicle.

In the genome-wide expression analysis on the *OsbZIP* genes, only *OsbZIP45* was strongly induced by dehydration, salt and cold, and *OsbZIP12*, *OsbZIP60* and *OsbZIP66* were induced by both dehydration and salt, but not by cold. Nevertheless, *OsbZIP45* was up-regulated at one or more stages of panicle development [35]. The bZIP transcription factor, *OsABI5* isolated from rice panicle, could regulate the adaptive stress response and plant fertility [36]. In the present study, 13 HR *bZIP* genes were identified, and 9 of them belong to group III, IV and VI (Table S4). The 2 genes (*OsbZIP50*, *OsbZIP60*) from group III and 4 genes (*OsbZIP45*, *OsbZIP12*, *OsbZIP60* and *OsbZIP66*) from group IV and VI were early induced under heat stress in rice panicle. The data suggested the *OsbZIP* family genes may participate in cross-talk in stress responses.

The overexpression of a salt-inducible gene, *TaMYB32*, enhanced the tolerance to salt stress in transgenic *Arabidopsis* [37]. MYBS3 activated cold signaling pathway in rice [38]. However, MYBC1 negatively regulated the freezing tolerance of *Arabidopsis* [39]. Our data showed that, among 24 HR *Myb* genes, 10 were early elevated, only Os02g0114800 and Os07g0137000 were late up-regulated during heating, and the rest were repressed (Table S4). The recent report demonstrated that *OsWRKY24* and *OsWRKY28* were strongly induced by water-deficit, cold and salt, but *OsWRKY82* was greatly down-regulated [40]. Other reports illustrated the up-regulation of *OsWRKY24* by ABA in aleurone cells [41], [42], *OsWRKY12* in response to SA, JA, wounding [43] and *OsWRKY11* in heat and drought stress response [44]. Our data showed that, among 11 HR *WRKY* genes, *OsWRKY12*, *OsWRKY24*, *OsWRKY28* and *OsWRKY82* were early induced, and only *OsWRKY07*, *OsWRKY56* and *OsWRKY100* were continuously elevated during heat shock (Table S4). Our comprehensive expression analysis would be helpful for deciphering important roles of *Myb* and *WRKY* family genes in heat response in rice panicle.

In the present study, 13 *NAC* family genes were identified as HR. Recent researches revealed that SNAC factors can be useful for improving stress tolerance in transgenic plants [45], an ENAC transcription factor was early induced by abiotic stresses in rice [46], and *OsNAC5* can enhance tolerance to drought stress by up-regulating the expression of stress-inducible rice genes [47]. The 189 *C_2_H_2_* zinc-finger protein (ZFP) genes in rice are also called ZOS (ZPTs of *Oryza sativa*). In the genome-wide expression study [48], *ZOS5-06* (Os05g0279400) gene had a high signal value in all tested tissues including 6 panicle development stages (P1–P6) and was also up-regulated during dehydration stress, and only *ZOS3-21* (Os03g0820300) was up-regulated under all the stresses of cold, drought and salt. Meanwhile, *ZOS5-11* (Os05g0495100) was up-regulated in P1, P2. The present study demonstrated that *ZOS5-06* and *ZOS4-02* were early induced upon heat stress in rice panicle, and only *ZOS3-21* was induced in the consecutive stages of heat shock (Table S4). Taken together, these *NAC* and *C_2_H_2_* family genes may play important roles in rice panicle development under heat.

### The Roles of Hsp and Other Chaperones in Heat Response

Hsps generally function as molecular chaperones, and are divided into Hsp100, Hsp90, Hsp70, Hsp60, Hsp40 and Hsp20 or small heat shock proteins (sHsps). The induction of heat shock proteins when plants are exposed to elevated temperature has been well documented. Our results revealed that chaperone genes constitute the largest family responsive to heat (Table S5).

The analysis showed that Hsp100 proteins are responsive to heat stress in plants [49]. Previous reports proved that *Hsp101* is primarily a high-temperature tolerance mechanism in *Arabidopsis* [50] and reached at maximal mRNA levels under 45°C for 2 h [51]. In the present study, all the HR Hsp100 genes exhibited early induction during heating (Table S5). Therefore, the Hsp100 family genes may play important positive roles in heat stress response among plant kingdom.

The protective HSP70 and HSP90 had increased levels of protein and gene expression following heat treatment [11]. *OsHsp90* from rice maintained *E. coli* growth well at high temperatures [52]. In contrast, overexpressing *AtHsp90.3* impaired plant tolerance to heat stress, which suggested that proper homeostasis of Hsp90 be critical for cellular stress response and/or tolerance in plants [53]. Our data showed that, among the 6 HR Hsp90 family genes, only Os04g0107900 was continuously induced under heat shock, the others were early elevated. It indicated the HR Hsp90 genes were mainly involved in early heat response in rice panicle.

Hsp70 confers tolerance to heat and other abiotic stresses in *Arabidopsis* [54]. The investigation suggested that mitochondrial Hsp70 may suppress programmed cell death in rice protoplasts by inhibiting the amplification of ROS [55]. Earlier studies showed that Hsp70 protein interacts with unfolded proteins [56] and is crucial for the survival of bacteria, yeast and plants under stress conditions [57]. In our case, most of the HR Hsp70 genes were greatly induced at the early stage of heat stress (Table S5), which is consistent with other reseach [58], and three genes remained at high transcript level during heating. Thus, the Hsp70 genes play an important part in response to heat stress in rice panicle.

Among 23 sHsp genes in rice genome [59] that are all present in rice microarray, 19 HR sHsp genes were identified (Table S5). OsHSP26 plays an important role in the protection of PSII during heat (42°C) [60]. Sarkar et al. reported that 19 sHsp genes were induced by high temperature in rice [59]. Constitutive expression of *RcHSP17.8* from *Rosa chinensis* confers wide resistance to heat, salt, osmotic and drought stresses in *Arabidopsis thaliana* [61]. Another group found that sHSP proteins have a non-redundant function in acquired thermotolerance in hypocotyl elongation [62]. Our results showed that most of the sHsp genes were remarkably and continuously elevated during heat shock, and constitute the major Hsp sub-family responsive to heat (Table S5). Therefore, sHsp genes may play a big part in response to heat stress in rice panicle.

The members from DnaJ cochaperone family played important roles in the response to heat and other stresses [63]. DnaJ proteins were involved in correct folding of proteins under stress conditions [64]. The interaction between Hsp70 and unfolded proteins was regulated by cochaperones including DnaJ proteins [65]. In our case, the HR genes for DnaJ or DnaJ -like proteins were significantly altered under heat stress, and most of them were early up-regulated (Table S5). The data demonstrated the importance of DnaJ protein in the heat tolerance in rice panicle.

### Significant Gene Expression Changes to Maintain the Cellular Homeostasis

It’s well known that ROS are rapidly produced upon various stresses in plants, and also lead to series of downstream events such as protein activation, lipid oxidation, and further establishment of new gene expression pattern [66]. Earlier works elucidated that plant Prxs gave rise to ROS production to actively participate in defense reaction [67]. Our data showed that most of Prx genes were down-regulated, and only a few genes were late up-regulated during heat treatment (Table S6), which suggested Prxs may not be the major source of ROS production at the early stage and come into action in the late period of heat shock.

ROS are often important signal molecules to activate ROS-scavenging enzyme system, which is the key to maintain cellular homeostasis. Analysis on two japonica rice genotypes revealed that increased cold tolerance was related to the higher constitutive SOD, APX and CAT expression [68]. Overexpression of the SOD and APX genes improves seed longevity and germination under various environmental stresses [12]. *NtAOX1a* from *Nicotiana tabacum* is necessary for plants to survive oxidative stress [69]. The progress on P450s in plant development and reproduction was reviewed [70], and the roles of P450 in ROS handling and utilization were discussed [71]. Our transcriptomic analysis revealed that the above HR genes constitute the major group involved in ROS-scavenging and signaling (Table S6), and may be important in response to heat shock in rice panicle.

Transporters are usually located in the membrane, and play important roles in metabolism, signal transduction, defense and development. ABC-transporters utilize the energy of ATP hydrolysis to carry out certain biological processes across membranes [72], and are involved in the transport of ABA in response to stresses in *Arabidopsis* [73]. In our case, the genes from ABC family and involved in iron and metabolites transport showed diverse expression pattern during high temperature (Table S6), especially most of them were down-regulated, which may imply some physiological and biochemical processes of transporting be slowed down upon heat in rice panicle.

Moreover, a comprehensive expression analysis in rice identified 33 aquaporin genes, and demonstrated that *OsNIP2;1*, *OsNIP4;1* and *OsTIP1;2* had low expression level in anther, only *OsTIP4;1* had high mRNA level in anther [74]. In our data, *OsNIP2;1* and *OsTIP1;2* were continuously up-regulated during heat shock in rice panicle, and *OsNIP4;1* and *OsTIP4;1* were late induced (Table S6). The low background and highly heat-induced expression suggested the positive roles of both *OsNIP2;1* and *OsTIP1;2* genes in rice panicle under heat stress.

In plants, the ubiquitination of a target protein requiring the sequential actions of the E1, E2 and E3 enzymes from the UPS is emerging as a significant regulatory system to result in specific protein degradation. The roles of the E3 ubiquitin ligase in plant growth, development and stress responses have been reviewed [75]. SIZ1, a SUMO E3 ligase, regulated rice anther dehiscence [76] and in responses to high and low temperature [77]. The early analysis revealed that at least 43 F-box genes of E3 ligase family were differentially expressed in rice seedlings under abiotic stresses [78]. The advances of the UPS in coping with stresses to maintain cellular homeostasis were highlighted [79]. In the present study, among 123 HR genes from the UPS, 58 E3 ligase genes constituted the major group in the UPS (Fig. 4C). Most E3 ligase genes were early or late up-regulated, and only 5 genes were continuously induced, and 11 were repressed during heat shock (Table S9). The data demonstrated the important roles of specific protein degradation at different stage of heat shock. We observed that an *FtsH* gene (Os06g0229000) was continuously induced during heating, which is consistent with the previous finding that FtsH11 protease plays a critical role in *Arabidopsis* thermotolerance [80]. Therefore, it suggested that the HR UPS genes may be vital to rice panicle development and heat response.

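Os06g0229000, not well above background on either 0 min array, was at least 209-fold higher at 20 min, at least 38.5-fold higher at 2 h and at least 6.88-fold higher at 8 h (adjusted p = 2.6e-06 in limma).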

Taken together, it is concluded that significant expression changes of genes for ROS-scavenger, transporter, and UPS have important roles in maintaining the cellular homeostasis to cope with heat stress in rice panicle.

### Heat Signal Transduction Facilitates Re-establishing Cellular Balance

It’s a great task to uncover the mechanism of stress signal transduction. We found that, in rice panicle, heat stress signal transduction system consists of the genes encoding calcium-related protein, receptor kinase, G-protein, and light signal-related protein as well as the genes for phytohormone signaling and metabolism.

It was found that the application of auxin can reverse the male sterility caused by high temperature stress in barley and *Arabidopsis* [81]. Nitrilase plays important roles in maintaining auxin homeostasis through hydrolyzing IAA [82]. SAUR39 from the small auxin-up RNA (SAUR) family was characteristic of negative regulator for auxin synthesis and transport, and thus resulted in lower shoot and lower yield [83]. In our case, the induction of one nitrilase and four SAUR genes suggested the regulation of auxin and the delay of rice panicle development under high temperature (Table S8).

ABA signaling pathway has been primarily established [84]. It was uncovered that the relatively high concentrations of ethylene and ABA in inferior spikelets lead to a low grain-filling rate [85]. Ten SnRK2 genes of ABA signaling pathway in the rice genome were identified and designated SAPK1 through SAPK10 that were activated in response to hyperosmotic stress and ABA [86]. Besides, phospholipase D (PLD) and its product phosphatidic acid (PA) mediate the signaling of various plant hormones. PLDβ1 stimulates ABA signaling by activating SAPK, thus inhibiting seed germination [87], and also functions as a negative regulator in salt response in rice [88]. In the present study, three ABA-related *bZIP* genes and one *SAPK9* were early and late up-regulated, respectively. 

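The array annotates 2 heat-responsive loci, Os06g0604200 and Os06g0604300, as phospholipase D, and both were only ever lower past 3-fold; their median log2 ratio was -1.58 at 20 min and -2.83 at 8 h. These loci were taken from the array's annotation after the data were seen.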

And all HR PLD-encoding genes were repressed during heating (Table S8). Our data verified important roles of the *bZIP* and *SAPK9* as well as PLD genes in rice panicle under heat shock via ABA signaling pathway.

*EIN3* was found as the key gene in the response to ethylene in plant [89]. The *ERF* gene family was identified as one group of the major HR transcription factors (Table S4), and may play vital roles in response to heat stress. In addition, our data showed that an *ERF* coactivator gene (Os06g0592500) was continuously induced under heat shock (Table S8). Therefore, the genes involved in ethylene signaling including *EIN3*, *ERF* and *ERF* coactivator gene may actively participate in heat response in rice panicle via stimulating ethylene-mediated pathway.

Generally, high temperature is accompanied by high light, and so perception of light plays a very important role in heat response. Earlier studies showed that ELIP is correlated with light stress [90] and heat shock [91]. *ELIPs* were induced under salt and wounding treatments [92]. In addition, *Lir1* gene in rice was controlled by light [93]. In our case, the early-induction of the three *ELIP* genes and the great up-regulation of *Lir1* gene after 2 h of heat shock implied their important functions in heat shock response in rice panicle (Table S8).

A proteomic analysis suggested the possible involvement of CaM in resistance to Mungbean Yellow Mosaic India Virus in Vigna mungo [94]. AtCaM3 was found a key component with positive function in the Ca^2+^-CaM heat shock signal transduction pathway in *Arabidopsis* [95]. A stress-responsive Ca^2+^-ATPase gene is an essential component for abiotic stress adaptation in *Physcomitrella* [96]. Due to remarkable up-regulation of the genes for the calmodulin-binding proteins and EF-hand containing proteins in the present study, it would be acceptable that the HR calcium-related genes take an active part in heat response in rice panicle through perception and transduction of calcium signal.

Small GTPases are GTP-binding proteins [97], and include Rho, Rab, Arf, and Ran families in plant. RAC/ROP GTPases belonging to Rho-like small GTPases function in auxin-regulated gene expression and directional auxin transport [98], and play multiple roles in diverse cellular activities including ROS production and cell death in rice [99]. The *Arabidopsis* RabE enhanced plant defenses [100]. Overexpression of *TaRAN1* in wheat demonstrated that Ran has vital roles in auxin signaling meristem initiation [101]. The activation of the small GTPases requires a GTPase-activating protein (GAP). A putative ArfGAP gene in *Arabidopsis* is specifically expressed in roots, pollen grains, and pollen tubes [102]. The guanine nucleotide dissociation inhibitor (GDI) negatively regulated the GTPases activity [103]. In our case, the 9 HR small GTPases genes were early or continuously increased during heat stress, and only the 4 genes for Rab11D, RacGAP, Arf and ArfGAP were repressed (Table S8). Therefore, the small GTPase family genes may play very important roles in response to heat shock in rice panicle and they exhibited sophisticated and antagonistic functions to maintain cellular balance.

### Cross-talk in Heat Stress Response

It’s widely known that ROS generation is a general plant-cell response to various stresses. Models for roles of ROS in stress responses [104], [105] as well as in GA and ABA signaling in barley aleurone cells [106] had previously been proposed and discussed. Based on these previous work and our microarray data, we have proposed a regulation model central to ROS to pinpoint the cross-talk in response to heat stress in rice panicle (Fig. 9).

**Figure 9:**
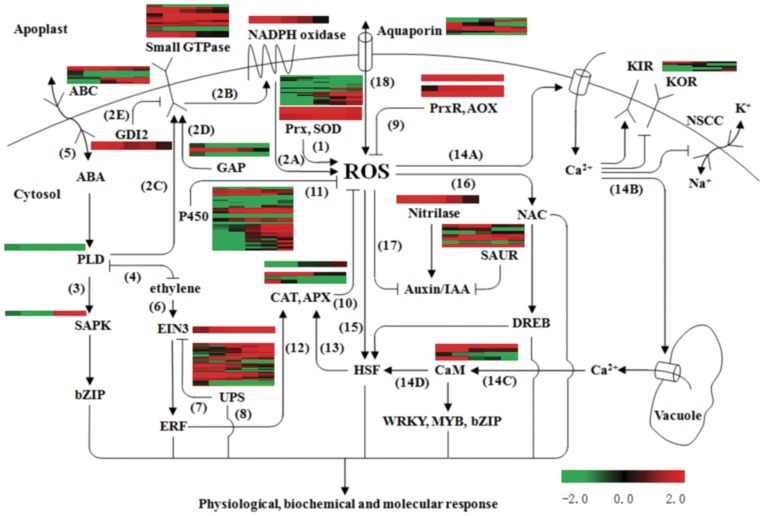
Regulation model central to ROS. The catalysis by Prx, SOD and NADPH oxidase (also called Rboh) lead to ROS accumulation (1, 2A,), and Rboh activity is controlled by the small GTPase (2B) that were positively regulated with PLD-derived PA (2C) and GAP proteins (2D), and negatively regulated by GDI2 (2E). PLD is a component of ABA signaling pathway to activate SAPK (3) and is the key point at which ethylene and ABA showed negative interplay (4). ABA can be diffused through ABC transporters (5). In ethylene signaling pathway, EIN3 activates ERF genes (6), and was degraded by the UPS (7). The UPS reglated plant growth and stress tolerance (8). ROS could be abolished by PrxR, AOX (9), CAT, APX (10) and P450 (11). The CAT and APX genes were trans-activated by ERF (12) and HSF (13). ROS activate calcium influx channel (14A), and stimulates Ca^2+^ release from internal Ca^2+^ stores (14B). Ca^2+^ stimulates CaM (14C), which activates HSF activity (14D). ROS stimulate HSF (15) and NAC (16). ROS exert negative regulation on auxin signaling pathway that is suppressed by SAUR and stimulated by nitrilase, respectively (17). Furthermore, ROS could be diffused through aquaporin (18). The HR genes in the present study were mapped on this model. The color bar represents the log2 transformed relative expression level on the time course of heat treatment (from left to right: 20 min, 60 min, 2 h, 4 h, and 8 h in sequence). The color scale is shown at the right. Blue: down-regulation, red: up-regulation.

ROS production is promoted by series of enzymes such as Prx, SOD, and NADPH oxidase. Prx mediated H_2_O_2_ synthesis that causes stomatal closure in *Vicia faba* epidermal strips under UV-B radiation [107]. The membrane-bound respiratory burst oxidase homologue (Rboh)-NADPH oxidase can be enhanced by the small GTPase that are activated through PLD-derived PA [108]. PLD stimulates ABA signaling by activating SAPK and downstream components [87]. And ethylene negatively regulates ABA signaling through inhibiting PLD activity, and reciprocally, PA directly regulates ethylene signaling [108]. In addition, the direct binding of Rac1 of small GTPase to RbohB in rice leads to an increase in ROS [109].

It’s well known that CAT, APX, PrxR, AOX and P450 family genes lead to ROS clearance. CAT and APX were activated by SUB1A, an ERF transcription factor, resulting in enhanced tolerance to drought stress [110], and ERF genes were regulated through EIN3 in ethylene signaling [111]. EIN3 was found to be targeted and eliminated by the UPS [89].

ROS are diffused through aquaporin to amplify their effects [112], and activate plasma membrane Ca^2+^-permeable channels, resulting in an increase in cytoplasmic Ca^2+^, which further stimulates Ca^2+^ release from internal Ca^2+^ stores [113]. ROS regulate Na^+^/K^+^ homeostasis through elevating cytosolic Ca^2+^ levels followed by inhibition of NSCC (non-selective cation channels) and KOR (the outward-rectifying K^+^ channels), and activation of the inward-rectifying K^+^ channels (KIRs) in plants [114]. Besides, ROS signature can be perceived by CaM [115], NAC family proteins [116] and HSFs [117].

The HR genes in the present study were mapped on this model (Fig. 9). Our analysis showed that the genes for ROS generation were induced under high temperature, such as SOD, NADPH oxidase and the small GTPase genes. However, the genes encoding PLD and GAP were largely down-regulated, and GDI2 was greatly elevated, which implied that there is a fine mechanism to regulate the small GTPase activity. At the same time, SUB1A gene that is absent in rice microarray and can activate CAT and APX gene expression was early induced by heat shock in rice panicle by qRT-PCR (data not shown). However, the genes for CAT and APX were down-regulated. 

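The catalase locus of Table S7 had a log2 ratio of -2.08 at 20 min and 0.58 at 8 h. Of the 3 APX loci, Os04g0602100 was lower at 8 h, with -2.40, Os04g0223300 was higher at 60 min, with 3.30, and Os07g0694700 was higher at 20 min, with 1.69, and lower at 4 h and 8 h, with -1.77 and -1.82, when 1 and 0 of its 2 arrays were well above background; another probe of this locus had the opposite sign at 20 min.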

PrxR and AOX genes were significantly induced, and 10 P450 family genes were up-regulated at the late stage of heat stress to repress ROS burst. It suggested the possible complicated mechanism to maintain ROS homeostasis. Moreover, the data showed that auxin, ethylene and ABA signaling pathways were tightly regulated. The aquaporin and ABC genes were induced to some extent, which facilitates ROS and ABA spread though these channels to magnify their effects. Taken together, our data revealed complex cross-talk and the importance of ROS balance in response to heat stress.

To obtain the concrete evidence for this model, we detected the dynamic characters of the major ROS, superoxide anion and hydrogen peroxide, during heat treatment in rice panicle using NBT and DAB staining, respectively. The results showed that ROS were characteristic of the immediate accumulation upon heat shock and decrease at the late stage of heat shock compared with the untreated samples (Fig. 10, Table 1), which is basically consistent with previous work [4]. The dynamic changes of superoxide anion and hydrogen peroxide in rice panicle supported the hypothesis that ROS balance is pivotal for rice panicle survival under heat stress.

**Figure 10:**
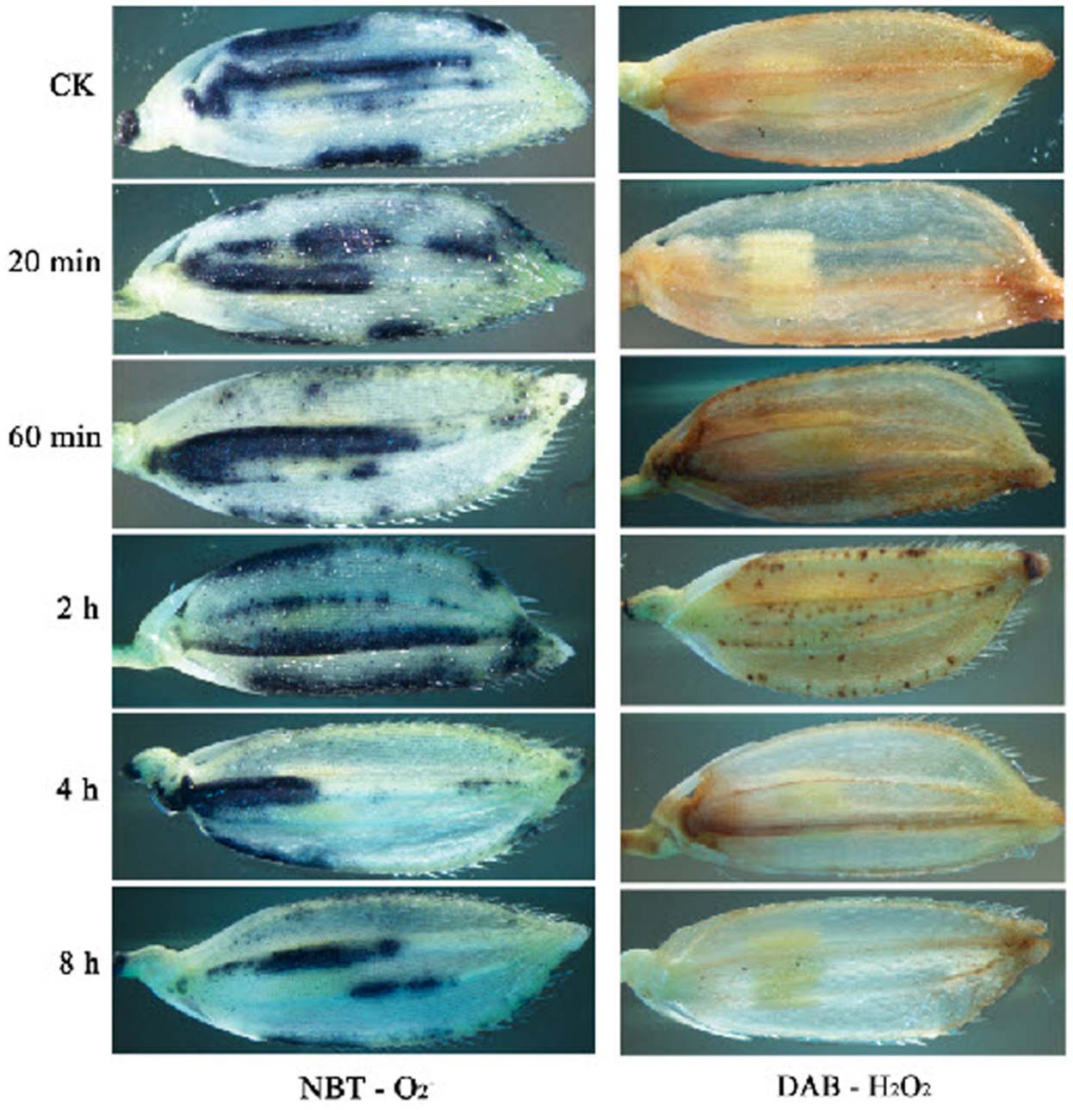
Accumulation of superoxide anion and hydrogen peroxide in rice panicle under heat shock. Plants at the reproductive stage were treated at 40°C for 8 h, and the florets of young panicles were collected at 0 min (as a control), 20 min, 60 min, 2 h, 4 h and 8 h. Immediately following heat-treatment, the florets were treated with NBT solution to detect superoxide anion or DAB solution to detect hydrogen peroxide in the dark for 3 h and 24 h, respectively.

**Table 1:** Detection and quantification of superoxide anion and hydrogen peroxide in rice panicle under heat shock.

ROS	CK	20 min	60 min	2 h	4 h	8 h
NBT - O2-	++	++	++	+++	+	+
DAB - H2O2	++	++	+++	+++	+	+

Note: ++ represent for the normal level of superoxide anion and hydrogen peroxide in rice panicle, +++ for the high accumulation, + for the low level.

Furthermore, the promoter analysis on co-regulated genes provided more evidence for the cross-talk during heat treatment. It indicated that, among 12 clusters of KMC, GCC box, CE3, ABRE and HSE were significantly enriched only in the early up-regulated Cluster 9, and GCC box and CE3 were the centers of two co-occurrence networks, respectively (Fig. 7), which implies their important roles in heat response. Earlier study elucidated the function of GCC box in ethylene-induced gene expression [118]–[120]. Recently, OsDERF1, a novel ERF transcriptional activator, was found that binds to GCC box to activate the expression of repressors, subsequently suppress ethylene synthesis and reduce drought tolerance in rice [121]. Moreover, CE3 and ABRE were proved to be essential and sufficient for ABA signaling and other stimuli such as Ca^2+^ and drought [122]–[124]. It’s also widely known that HSE can be recognized and bound by activated HSF to respond to cellular and environmental changes, especially to heat shock [125]–[127]. Our data showed that ethylene signaling involved in GCC box and ABA signaling with CE3 plus ABRE may have indispensable roles in response to heat. In addition, the outstanding function of HSE should be highlighted due to its close relationship with CE3 and GCC box in the co-occurrence network, which indicates the complexity and wide existence of cross-talk during heat shock.

## Materials and Methods

### Plant Materials and Heat Treatments

Heat-tolerant rice cultivar 996 was cultivated in the university experimental rice field until reaching at the anther development stage 8 as defined by Zhang and Wilson [128], and then was moved into a growth chamber (Binder, Tuttlingen, Germany). The plants were pretreated under the condition of 32°C/28°C (day/night) with 80% humidity for one day (12 h/12 h) in the growth chamber, and then the control samples were collected before continuous heat treatment at 40°C with 80% relative humidity and illumination intensity of 600 µmol m^−2^ s^−1^. Young florets at the anther development stage 8 at the middle of main panicles were collected at the time points of 0 min, 20 min, 60 min, 2 h, 4 h, and 8 h after heat treatment, frozen in liquid nitrogen immediately, and stored at −80°C for hybridization.

### RNA Isolation, Microarray Hybridization, Signal Scanning and Normalization

Total RNA was isolated using Trizol (Invitrogen, Carlsbad, CA), and further purified using QIAGEN RNeasy kit (Qiagen Valencia, CA) following manufacturer’s specifications. Agilent 4×44K rice oligo microarray with 42489 60-mer oligonucleotide probes was used for expression profile analysis. Twelve microarrays of single dye with two independent replicates for each time point were performed according to the manufacturer’s protocol.

The above hybridization signal data files in text format from the Feature Extraction Software were imported into GeneSpring GX (Agilent Technologies). The detected, not detected and compromised data were marked with specific flag of P, A, M, respectively. The data were normalized by Quantile algorithm followed by the process of baseline to median of all samples. The normalized data were log2 transformed, and the correlation coefficient of replicates was determined by hierarchical clustering using complete linkage algorithm as implemented TIGR MeV version 4.0 [129], [130].

### Data Filtering, Clustering and Functional Classification

Data filtering was conducted with the criteria that at least 6 out of 12 samples have P flag to ensure the quality of the normalized data. The average expression value of each time point was used to get the ratio of the expression change between the treatment and un-treatment samples, and obtain the differentially expressed genes with 3-fold change at each time point of heat treatment, and the Venn diagram analysis was carried out to see the significantly regulated genes by heat. The heat-responsive genes were screened if the ratio of expression level has 3-fold change or greater in at least two time points on the time course, HCL and KMC incorporated in Mev were performed to get co-expression pattern. The gene classification based on gene ontology was conducted as described by Hobo et al. [131]. The pathway analysis was performed with MapMan [132] after converting RAP_ID into TIGR_ID according to the annotation from RAP_DB (http://rapdb.dna.affrc.go.jp/).

### Analysis on Promoters of Co-expressed Genes

To better understand the gene expression regulation in heat response, promoters of co-expressed genes from the 12 clusters of KMC were analyzed. The known *cis*-acting elements was extracted from PlantCARE database [133]. The motifs were scanned by FIMO [134] in the −3000 bp upstream ATG of all genes in rice genome. The output results were stored in a local database as background for further analysis. The enrichment ratio of the motif in a promoter was defined as:

Here, m is the number of genes containing the specific motif in the individual cluster. M is the gene number of specific cluster. And n is the number of genes containing the specific motif in our database. N is the gene number in the database.

The enrichment of a motif in a cluster was assessed by the hypergeometric distribution. The p-value for a motif in the cluster was defined as:
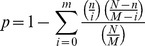

The motif was considered as enriched in the specific cluster when p<0.05.

Finally, motif co-occurrence analysis was performed to find the relationship of cis-acting elements under heat stress in rice panicle. When two motifs were found within 250 bp in a promoter, it was considered as co-occurring once. When the two motifs co-occur multiple times in one promoter, they are only counted as one co-occurrence. The significance of co-occurrence was assessed by the hypergeometric distribution [135]:
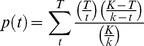

K and T are the gene numbers in the database and in the individual cluster, respectively. The k and t are the numbers of genes containing the specific motif in the database and in the individual cluster, respectively. The adjacent two motifs in the specific cluster were considered as significantly co-occurring when p<0.05.

The number of genes containing the specific motif, enrichment ratio for a single motif and p-value of motifs co-occurrence were imported into Cytoscape [136] as the node size, the color of nodes, and the shape of nodes, respectively.

### qRT-PCR Analysis

To validate microarray results, 10 genes expression with significant expression changes in the microarray data was verified by qRT-PCR. Among the multiple probes, only one probe with the most significant expression data was chosen and its fold change was calculated by comparing the average data at each time point of heat stress with that of the control. Gene specific oligonucleotide primers were designed for amplicons about 200 bp for each gene (Table S10) using Primer Premier 6.0. A rice *actin1* gene [137] was used as an internal control in each reaction.

The same RNA samples for microarray hybridization were used for qRT-PCR. Prior to synthesis of cDNA, any residual genomic DNA was removed by DNase I treatment (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. First-strand cDNA was synthesized with Oligo (dT) primer using SuperScript III RT (Toyobo, Osaka, Japan).

Polymerase chain reactions were carried out in 96-well in the iCycler iQ5 (Bio-Rad, Hercules, CA) using SYBR Green I PCR Master Mix (Bio-Rad). Each 25 µL real-time PCR reaction mixture containing 10.5 µL dd-water, 0.5 µL 200 nM each of forward and reverse primers, 12.5 µL of SYBR Green I Master, and 100 ng of cDNA. PCR reaction conditions were as follows: 95°C for 20 s, and followed by 40 cycles of 95°C for 5 s, 60°C for 20 s and 72°C for 31 s.

A negative control without cDNA template was run with each analysis to evaluate the overall specificity. For each gene, three technical replicates and two biological replicates were used at each sampling time point. The quantification of gene expression was performed using the relative quantification method (2^−ΔΔCT^) [138] and comparing data with internal control.

### Detection and Quantification of ROS

ROS accumulation in rice panicle under heat shock was detected according to Fukao et al [139]. Plants grown under normal condition were used as a control. All samples were collected at 0 min, 20 min, 60 min, 2 h, 4 h and 8 h after heat treatment for ROS detection, respectively. To visualize superoxide accumulation, the young florets at the middle of main panicles of heat-treated or untreated control rice were excised and immediately placed in a 0.5 mg/mL NBT solution in 10 mM potassium phosphate buffer, pH 7.6, at 25°C for 3 h in the dark. For hydrogen peroxide detection, the young florets were treated with 1 mg/mL DAB in 50 mM Tris acetate buffer, pH 5.0, at 25°C for 24 h in the dark. Each experiment was repeated on at least three different plants, and representative images are shown.

### Data Deposition

Our microarray data were deposited in the Gene Expression Omnibus under accession number GSE38665.

## Supporting Information

Table S1 **Correlation coefficient of microarray replicates.**
(XLS) Click here for additional data file.

Table S2 **The significantly regulated genes on the time course.**
(XLS) Click here for additional data file.

Table S3 **The HR genes on the time course of heat stress.**
(XLSX) Click here for additional data file.

Table S4 **The HR transcription factors.**
(XLS) Click here for additional data file.

Table S5 **The HR Hsp and other chaperone genes.**
(XLSX) Click here for additional data file.

Table S6 **The HR transporter genes.**
(XLS) Click here for additional data file.

Table S7 **The HR ROS-related genes.**
(XLSX) Click here for additional data file.

Table S8 **The HR signaling-related genes.**
(XLSX) Click here for additional data file.

Table S9 **The HR ubiquitin-proteasom system genes.**
(XLSX) Click here for additional data file.

Table S10 **qRT-PCR primer sequence.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

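Florets of young panicles of a heat-tolerant rice cultivar were measured before heating and after 5 times at 40°C, with 2 arrays for each of the 6 groups. The plants had been kept at 32°C by day and 28°C by night with 80% humidity before. Conditions and replicates were taken from the sample labels, which give the same times and replicates as the paper. All 12 arrays were used.

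Each array was hybridised by the authors with Cy3-labelled cRNA on an Agilent rice array of 4 arrays per slide, scanned, and read with Feature Extraction 9.5.3.1. The deposited scanner files hold spot intensity values, of which the processed signal has had background and spatial trend removed within the array, without normalization between arrays. The authors also deposited a table of log2 values for 42475 probes, which they normalized by quantile and set to the median of all samples with GeneSpring GX, per their methods. The scale and centring of that table were checked against the scanner values. Log2, quantile-normalized values centred on each probe's median gave a correlation across probes of 0.99976 to 0.9999 with each column and a median absolute difference of at most 0.00165, so that neither stays unknown, and single-dye values have no direction. The medians of its columns were 0.0154 and 0.0327 at 0 min, -0.000856 and -0.00162 at 20 min, 0.00488 and 0.00296 at 60 min, -0.00709 and -0.0112 at 2 h, -0.00101 and -0.0035 at 4 h, and -0.00447 and -0.0101 at 8 h.

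From the scanner files, log2 of the processed signal was taken, control spots and spots marked as outliers were left out (297 probe values), and the spots of the 593 probes with several were averaged. The 12 arrays were quantile normalized, as in the paper, and probes with a P flag on at least 6 of the 12 arrays were kept, 32031 of 42477. Saturated spots, 0 to 12 on an array, were kept. A probe names its locus in the array's own annotation, where 41889 probes name 1, and the kept probes name 21685 loci. For the 6445 loci with several kept probes, the probe with the smallest moderated F p stands for the locus.

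Differences were fitted with limma 3.58.1 in R 4.3.3 (files read with data.table 1.17.8), in 1 model of the 6 groups over 12 arrays with 6 residual degrees of freedom, and the p of each comparison was adjusted by Benjamini and Hochberg. Each time was compared with 0 min, neighbouring times with each other, and 8 h with 20 min. A change was counted at 3-fold, a log2 ratio of 1.585, as in the paper, and a probe changed at 2 or more times was heat-responsive. The threshold on the adjusted p was 0.05. k-means used 12 clusters and 50 starts. On data simulated for the 32031 probes with 200 changed in each comparison, the fit recovered 98% to 99% of the changed probes in each of the 5 comparisons with 0 min, with 9 to 13 false calls, of which 0 were past 3-fold. Chance calls against the shared controls came from 100 simulations without a difference between slides.

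Where a probe was not well above background on either array of a group, the fold is a bound. The brighter group's mean was set against the mean, over the dim group's arrays, of the higher of the probe's own value and the lowest value among probes well above background. With 2 arrays for each time, a single array can decide a call, and the array's background limits how far a fall can be measured.

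Loci were named by a rule set beforehand. It takes every locus that the paper's text names, and at each time the 2 probes with the largest rise and the 2 with the largest fall among those past 3-fold with an adjusted p under 0.05, well above background on at least 1 array of each group, not saturated on any, and with both arrays on the same side of both controls. Other loci were named, where a count was small, after their values were seen. Families follow the supplementary tables. The copy of Table S3 used here is shortened, as is that of Table S7, so no set test was run on them, and P450, thioredoxin and phospholipase D loci were taken from the array's annotation after the data were seen.

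The alternatives were 75th percentile scaling of each array, normexp background correction with an offset of 50, no filter and 2 other filters on dim probes, saturated spots not counted as detected, the authors' normalized values, ratios of linear means, a fit of each comparison alone, a test against the 3-fold bound itself, the replicate number and the slide as blocks, each array left out in turn, the median or the brightest probe of a locus, a 2-fold bound for continuous change, and another seed and centred values for k-means. Keeping the spots marked as outliers, alone or with ratios of linear means, was added later. The replicate numbers were not used to pair samples. The qRT-PCR and ROS measurements of the paper, its promoter motifs and its enrichment of functions were not analysed here.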

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

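The tests of signal near the background, of the 2 sets within a slide, of probes named for miRNAs and of the set lower at 20 min and higher at 8 h were chosen only after the result was seen.

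At 20 min and at 8 h the change against 0 min went in opposite directions for 2 sets of probes. In the first set, 32 probes of 30 loci were at least 3-fold higher than the control at 20 min and at least 3-fold lower at 8 h. The difference between 8 h and 20 min was tested itself in limma, and its largest adjusted p among these probes was 2.88e-05. The locus Os01g0246400, annotated as an ELIP, had log2 ratios of 5.41 at 20 min and -2.02 at 8 h. With each of the 12 arrays left out in turn the number stayed between 29 and 34, which argues against a single faulty array. In the first set 6 of the 32 probes were not well above background on either array of 20 min or of 8 h. With each such group, and any such control, raised to at least the lowest value of probes well above background, 30 of the 32 (93.8%) were still past 3-fold at both times. That lowest value can lie under a dim probe's own value, so the test says little for those 6. Every other probe was well above background on at least 1 array of each time, so that signal near the background is not enough for the set. The number depends on the normalization and background correction, falling to 22 with 75th percentile scaling and to 19 with normexp background correction, so that part of the set may come from these steps. The rise at 20 min was measured on the slide of the control. From 60 min to 2 h, both on another slide, 31 of the 32 fell, with a median difference of -0.926 on the log2 scale over the set. Of the 32, 4 (12.5%) fell at least 3-fold with an adjusted p under 0.05 in limma. The shared direction within a slide argues against a slide difference as the only source of the later fall. How far 8 h lies below 0 min stays open to slide. Time under heat and time of day stay open for the later fall as well.

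In the second set, 91 probes of 69 loci were at least 3-fold lower at 20 min and at least 3-fold higher at 8 h, with a largest adjusted p of 0.0325 for the difference between 8 h and 20 min. With each array left out in turn the number stayed between 67 and 117, which argues against a single faulty array. On both control arrays 65 of these probes were well above background, and 47 were not so on any array of 20 min or on any of 8 h, so that for these the size of the change is a bound. With dim groups raised to at least the lowest value of probes well above background, 79 of the 91 (86.8%) were still past 3-fold at both times. That lowest value can lie under a dim probe's own value, which then stays as it is. The test is therefore weak and does not exclude signal near the background. With a P flag on all 12 arrays, which by construction removes probes that fell into the background, 23 probes were left. The number was 128 with 75th percentile scaling and 37 with normexp background correction, so that part of this set may come from the background correction. The fall at 20 min was measured on the slide of the control. From 60 min to 2 h, both on another slide, 65 of the 91 (71.4%) rose at least 3-fold with an adjusted p under 0.05 in limma, by a median of 2.85 on the log2 scale over the set, which argues against a slide difference as the source of the later rise. How far 8 h lies above 0 min stays open to slide, and for the rise time under heat and time of day stay open and were not tested on this set. By the array's annotation, the set includes male sterility protein 2, anther-specific protein YY2 and a meiotic serine proteinase. Whether the florets of the groups differed in stage was not tested either.

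A difference between slides was weighed for the comparisons with 0 min at 60 min and later. The positive control spots that were to test it (10 probes with 320 spots on each array) differed by at most 1.27-fold between slide means. These probes proved dim, with log2 signals between 5.47 and 6.33 where the lowest signal of a probe well above background lay between 5.65 and 7.44 on the arrays, and only 123 of their spot values over the 12 arrays were well above background. Their values also differed by up to 0.71 on the log2 scale within a slide. The reading of this test was changed from excluding slides to deciding nothing after its values were seen, because spots this dim cannot show a slide effect on brighter probes. By these spots, slide and time therefore cannot be told apart for any time from 60 min on against 0 min. The ratios at 20 min, on the slide of the control, correlated across probes with those at 60 min at 0.82. Unchanged groups simulated against the same controls gave 0.51 for these times. This argues against a slide difference as the only source of the changes at 60 min. It decides nothing for a single probe or a later time, and was read so after its values were seen. Between neighbouring times, 625 probes differed from 60 min to 2 h and 151 from 4 h to 8 h, within a slide, and 596 from 20 min to 60 min and 994 from 2 h to 4 h, across slides. Tested against the 3-fold bound (limma treat), 68 and 0 differed within a slide and 89 and 318 across slides. Taken together the 2 steps across slides held more probes under both tests, and only by the test against no change did 1 step within a slide hold more than 1 across. The steps also differ in length, from 40 min to 4 h. The reading of this comparison too was changed to deciding nothing after its values were seen. For the steps across slides, slide and time cannot be told apart.

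The array also carries 510 probes named for miRNAs, which the paper does not discuss. Of the 119 kept, 19 were changed at least 3-fold with an adjusted p under 0.05 in limma at some time, and 11 were heat-responsive by the paper's definition. By their names, 8 of the 19 lie in the 3' part of a precursor, 10 in the 5' part and 1 on a mature sequence (osa-miR168a). Picked after their values were seen, the probes for the 3' and 5' parts of the osa-miR398b precursor had log2 ratios of -2.49 and -3.58 at 20 min, and those of osa-miR528 -2.20 and -3.20. At 8 h they were 1.39 and 1.48 for osa-miR398b and 0.59 and 0.55 for osa-miR528. The 5' part of osa-miR398b was not well above background on either array at 20 min, so its value there is not exact. With dim groups raised to at least the lowest value of probes well above background, 17 of the 19 (89.5%) were still past 3-fold at some time. That lowest value can lie under a dim probe's own value, so the test is weak. It does not exclude signal near the background for the dim calls, and leaves the other 2 open. A response of these transcripts to heating is a hypothesis; the slide and the time of day stay open for the later times.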

How the results depend on the processing

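The alternatives in this part were set before the data were examined, except keeping the spots marked as outliers, alone or with ratios of linear means, which were chosen after the data were seen. The counts covered are those of changed probes, of expression patterns and of changed loci in each family, and the ratios are those of the loci named with values.

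Counting saturated spots as not detected, keeping marked spots, fitting each contrast alone, and another seed or centred values in k-means left every count that was run within 1.5 times its main value. With the slide as a block, which by construction returns the same estimates for contrasts within a slide, 4 of 4 counts did so. With ratios of linear means all 104 counts run did so too, with marked spots kept or not. For the ratios of named loci, the threshold was 3-fold with an adjusted p under 0.05. Of 425 ratios of named loci, 415 kept their direction and their side of the threshold with 75th percentile scaling, 404 with normexp, 424 with linear means and 336 with the test against the 3-fold bound itself, which is stricter by construction. Of 380 ratios, 364 did so with the median over the probes of a locus and 358 with its brightest probe. Leaving out 1 array kept between 388 of 415 (without control replicate 2) and 425 of 425 (without 4 h replicate 1), the lone array of a time then being assumed to vary as the other groups do; leaving out an array of a heated time moves the ratios of that time alone. No ratio past the threshold changed direction under these alternatives, apart from Os04g0162100 below.

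With 75th percentile scaling, the k-means clusters with a mean at least 3-fold lower early held 1056 probes in place of 684, and those lower late 672 in place of 1045. Higher probes then made up 63.7% of changed probes at 4 h and 66.9% at 8 h, against 52% and 52.4% with quantile normalization, and 55.1% against 61.6% at 20 min. The median of all probes moved by less than 0.1 on the log2 scale under each scaling. The cause was not tested.

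Normexp background correction with an offset of 50, which pulls the ratios of dim probes towards 0 by construction, gave 544 lower probes at 20 min in place of 857, and 530 in place of 808 with an adjusted p under 0.05. From 20 min to 60 min 361 probes differed in place of 596, and from 4 h to 8 h 97 in place of 151. Probes higher at 20 min and lower at 8 h numbered 19 in place of 32, those lower and then higher 37 in place of 91, and those lower at all 5 times 11 in place of 18. Heat-responsive *NAC* loci were 8 in place of 13, early higher *bHLH* loci 1 in place of 2, aquaporin loci higher at all times 0 in place of 1, LRR loci higher at some time 1 in place of 2, and DUF26 loci only lower 3 in place of 5. The lowest correlation between replicates was 0.99465 in place of 0.99268. Any other cause was not tested.

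Without a filter on dim probes, which adds probes near the background, the lowest correlation was 0.98902, 981 probes were lower at 2 h in place of 602, 990 were changed at 20 min only in place of 656 and 407 at 2 h only in place of 205. Lower at all 5 times were 91 probes, and 41 with a P flag on both arrays of at least 1 time, in place of 18; the k-means clusters lower early held 1571.

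A P flag on all 12 arrays leaves fewer probes by construction, and removes those that fell into the background. It gave a lowest correlation of 0.9957, 478 lower probes at 20 min (475 with an adjusted p under 0.05) and 894 higher at 8 h in place of 1351. Between neighbouring times 344 probes differed from 20 min to 60 min, 287 from 60 min to 2 h and 88 from 4 h to 8 h. Changed at all 5 times were 171 probes of 124 loci, late higher 843, early lower 546, lower at 20 min and higher at 8 h 23, lower at all times 9, and in k-means clusters higher late 823.

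Under the same filter the heat-responsive loci were 12 of *AP2/ERF* and 7 of *WRKY*, and the early higher ones 7 of *AP2/ERF*, 5 of *WRKY*, 4 of *C_2_H_2_*, 2 of ABA and 1 of *bHLH*. Late higher were 19 transporter, 4 P450, 3 Prx and 1 aquaporin loci, and 0 aquaporin loci were higher at all times. Only lower were 5 MYB, 8 Prx, 7 auxin, 7 LRR, 3 DUF26 and 5 calcium loci, and higher at some time 0 LRR, 2 DUF26 and 5 G-protein loci. Of the 425 ratios of named loci, 281 were left under this filter, which does not alter the ratio of a probe that passes it.

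The authors' table of values centred on each probe's median gave a lowest replicate correlation of 0.80983, since centring removes the level differences between probes. Tested against the 3-fold bound itself (limma treat), which is stricter by construction, higher and lower probes numbered 853 and 195 at 20 min, 890 and 299 at 60 min, 634 and 168 at 2 h, 550 and 498 at 4 h, and 518 and 465 at 8 h. From 20 min to 60 min 89 probes passed, 68 from 60 min to 2 h and 318 from 2 h to 4 h. From 4 h to 8 h 0 passed in limma treat, where 61 had an unadjusted p under 0.05, against 151 by limma's test against no change.

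With each array left out in turn, the loci higher at all times ranged from 1 to 3 for *WRKY* and from 1 to 2 for aquaporins, heat-responsive *NAC* loci from 8 to 13, and late higher and only lower aquaporin loci from 2 to 4 and from 1 to 2. The lowest values for *WRKY*, *NAC* and late aquaporins came without control replicate 2, the highest for continuous aquaporins without control replicate 1, and the lowest for lower aquaporins without 20 min replicate 1. Every other count stayed within 1.5 times its main value whichever array was left out.

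Where several probes stand for a locus, the median over them gave 3 *Hsf* loci higher at all times in place of 5. The brightest probe gave 5 heat-responsive *C_2_H_2_* loci in place of 9, 4 early higher in place of 7, and 0 aquaporin loci higher at all times. Os04g0162100 reversed, from log2 ratios of 2.57 at 20 min and 2.33 at 60 min to -0.14 and -0.57 for the median and -0.18 and -0.998 for the brightest probe; which probe measures the transcript was not tested. With a 2-fold bound for continuous change, which admits more by construction, 538 probes were higher and 176 lower at all times, as were 5 Hsp70 and 2 aquaporin loci higher.

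The replicate numbers do not pair the samples, since the correlations of deviations between same-numbered arrays over the 15 pairs of times lay between -0.20 and 0.22. With the replicate block, 1361 probes were higher and 808 lower at 20 min with an adjusted p under 0.05, all 14 counts run stayed within 1.5 times the main ones, and 425 of 425 ratios of named loci kept their call, the estimates being the same by construction.

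Signal over background limits the falls. A probe that fell below the background gives only a bound, and the median local background was between 46.5 and 49.5 intensity units on every array, while the median signal was lowest at 20 min, at 2070 on 1 array.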

Differences from the paper's values

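Settings that keep the spots marked as outliers were chosen only after the values were seen; the others named here were set before the data were examined.

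The paper's Results give 2 Hsp90 genes as persistently higher, and 1 locus was at least 3-fold higher at all 5 times here. The number was 1 under every alternative, a 2-fold bound included. The paper's Discussion, unlike its Results, names Os04g0107900 alone as continuously higher, which is the locus found here. The paper gives 6 auxin-related genes as higher, against 11 here. With normexp the number was 9 and with a P flag on all 12 arrays 8, within 1.5 times the paper's; under the other alternatives it was 10 or 11 and was not. Beside these genes the paper describes Os09g0545300 as staying at a high level, and this locus is among the 11 here (log2 ratio 4.89 at 8 h).

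Fig. 1 of the paper shows about 760 probes higher at 2 h, read by eye, against 1279 probes here, where normexp (1035) and a P flag on all 12 arrays (856) came within 1.5 times the paper's value and no other alternative did. It shows about 1200 lower at 2 h in Fig. 1, against 602 here, and only leaving out the filter on dim probes (981) came within 1.5 times. No single setting closed both gaps. With the figure's 2 directions exchanged at 2 h, its values would lie within 1.5 times those here (1200 against 1279 and 760 against 602); this was not tested.

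For *HsfC1b* (Os01g0733200) at 2 h the paper's log2 ratio is -0.23, against 0.26 here. The 2 values differ in sign but lie within the replicate SD of 1.98. The sign was the paper's with ratios of linear means (-0.23), without control replicate 2 (-1.07) and without 2 h replicate 1 (-0.14), and with no other alternative set beforehand. Keeping marked spots with ratios of linear means, chosen after seeing the values, gave -0.23 and drops 0 of the 262 probes of Table S2. All 360 log2 ratios compared for the 72 named loci were within the replicate SD of the paper's, and 1 differed in sign.

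Table S2 lists probes of 5 loci whose log2 ratios here differ from the paper's. For Os02g0191600 the paper's ratios, from 20 min to 8 h, are -2.40, -2.31, -2.08, -2.45 and -1.998, against -0.77, -0.69, -0.45, -0.83 and -0.37 here. For Os02g0503300 the paper's are -3.54, -2.96, -2.64, -2.24 and -1.76, against -1.10, -0.52, -0.20, 0.21 and 0.68. For Os05g0427300 the paper's are -2.41, -2.32, -2.51, -2.64 and -2.96, against -0.27, -0.19, -0.37, -0.50 and -0.82, and for Os08g0191800 -7.12, -6.92, -7.03, -6.61 and -6.85, against -0.75, -0.56, -0.66, -0.24 and -0.48. For Os10g0528100 only the ratio at 20 min differs, with the paper's at 2.75 and -0.013 here. No alternative set before the data were examined brought these values within the replicate SD of the paper's. Keeping marked spots with ratios of linear means, chosen after seeing the values, did so for each of them, and drops 0 of the 262 probes.

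The paper counts all 262 probes of Table S2 as changed at every time, and 247 were so here. Of the 15 others, 5 carry a spot marked as an outlier. The authors' deposited values passed 3 of these (Os05g0427300, Os08g0191800 and Os10g0528100), dropping 12 of the 262, and so did keeping marked spots, dropping 12, chosen after seeing the values. Ratios of linear means passed all 10 of the unmarked probes, dropping 5. Of the unmarked probes, 75th percentile scaling passed 3, leaving out 20 min replicate 1 passed 3, and leaving out control replicate 1, 20 min replicate 2, 4 h replicate 2 or 8 h replicate 1 passed 1 each. Keeping marked spots with ratios of linear means, chosen after seeing the values, passed all 262. Here 16 further probes passed at all 5 times.

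Fig. 1 of the paper shows more lower than higher probes at 2 h and 4 h. Higher probes outnumbered lower ones at each of the 5 times here, with 1279 against 602 at 2 h and 1285 against 1188 at 4 h. The paper describes its *Hsf* genes as early or constantly higher, while *HsfC1b* was higher only from 4 h on here (log2 ratio 4.94). It lists Os03g0182800 as continuously higher, by a 3-fold rule without a test. Here only its ratio at 2 h (3.70) was past 3-fold with an adjusted p under 0.05 (0.037 in limma). Its ratios at 20 min (1.94) and 8 h (2.35) were past 3-fold with adjusted p of 0.24 and 0.15, and those at 60 min (0.96) and 4 h (1.53) were within 3-fold. It lists Os08g0487700 as the only early higher *bHLH* gene, and Os04g0301500 was also past 3-fold at 60 min (1.98). Of the MYB genes it gives 2 as late higher, and Os08g0549000 was so as well (1.61 at 8 h).

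The paper describes the *WRKY* genes that were not continuously higher as early induced, while Os01g0246700 was higher late (3.62 at 8 h) and Os01g0821600 and Os07g0680400 were lower (-2.66 and -2.71 at 4 h). Os12g0132800, listed as repressed early, was not well above background at 0 min, 20 min or 60 min, and the early fall of Os03g0281900, listed likewise, had adjusted p of 0.14 and 0.14 in limma, though it passed without control replicate 2. *OsNIP2;1*, listed as continuously higher, was not well above background at 0 min, 20 min or 8 h. *OsPIP2;4*, listed as repressed, was first higher, with 1.72 at 20 min.

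The paper states that thioredoxin genes were all early induced, and of those the array annotates so, a set that need not be the paper's, Os02g0774100 was higher only late (4.15 at 8 h). Of the LRR and DUF26 genes taken together, it states that most were lower. Here 11 of the 13 LRR loci were only ever lower. Over all 13 DUF26 loci 8 were higher at some time and 5 only lower, and with a P flag on all 12 arrays 2 were higher and 3 only lower. The joint statement thus holds here, and only the DUF26 genes taken alone differ. It states that catalase and APX genes were lower. Of the 3 APX loci, Os04g0602100 was lower (-2.40 at 8 h), Os04g0223300 was higher (3.30 at 60 min) and Os07g0694700 was higher at 20 min (1.69), where another of its probes had the opposite sign, and lower at 4 h and 8 h (-1.77 and -1.82), as the paper states. The catalase locus Os02g0115700 was lower at 20 min (-2.08) and not at 8 h (0.58).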

Other observations

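The tests of clock-annotated genes and of the Table S2 probes were chosen only after the result was seen.

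Under the rule for named genes, the largest rises at 20 min were those of *HsfA2f* (Os06g0565200), with a log2 ratio of 8.41, and of *HsfA2a* (Os03g0745000), with 8.35 by a probe other than the one that stands for the locus, and 2 probes of Os03g0129400 (hypothetical protein) had the largest falls, -4.28 and -4.09. At 60 min Os01g0135800 (17 kD heat shock protein) rose by 8.52 and Os03g0156600 (heavy metal transport domain), detected on 1 of the 2 control arrays, by 8.29. The largest falls were -4.94 and -4.87, by 2 probes of Os10g0524500 (mandelonitrile lyase-like), detected on 1 of the 2 heated arrays. These heated arrays lay far apart, at 6.44 and 12.12 for the first probe and 6.53 and 12.00 for the second. The standard errors were 1.52 and 1.46, so that the size of these falls rests largely on 1 array. At 2 h Os01g0135800 (7.46) and the PrxR gene Os07g0638300 (7.27, by a probe detected on 1 of the 2 control arrays; 6.63 by the probe that stands for the locus) rose most, and Os03g0375300 (amino acid transporter family, -4.36, detected on 1 of 2 heated arrays) and Os02g0230300 (protodermal factor 1, -3.94) fell most. At 4 h Os01g0606900 (DnaJ domain, 5.77, with control arrays far apart) and a second probe of Os04g0107900 (5.36) rose most, and Os03g0375300 (-5.53) and Os07g0257200 (OsNramp1, -5.48), each detected on 1 of 2 heated arrays, fell most. At 8 h Os12g0255000 (non-protein coding, 5.57) and Os03g0118700 (5.56, with control arrays far apart and 1 of them detected) rose most, and 2 probes of Os08g0157600 fell most, with -7.29 and -7.14, the first of them detected on 1 of 2 heated arrays.

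All 5 comparisons share the 2 control arrays. The correlation across probes between the ratios of 2 times ranged from 0.20 for 20 min and 8 h to 0.91 for 4 h and 8 h, while unchanged groups simulated against the same controls gave 0.47 to 0.54. Probes are not independent, and no biological explanation was tested.

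The control was taken before heating, so that hours at 40°C and time of day run together. Of the loci annotated as clock genes in the paper's tables or on the array, Os08g0157600, which Table S4 calls similar to LHY and the array a Myb-domain protein, had a log2 ratio of 0.06 at 20 min, -4.69 at 4 h and -6.45 at 8 h, and the FKF1 locus Os11g0547000 3.86 and 3.48 at 4 h and 8 h. The GIGANTEA locus Os01g0182600 (0.95 and 0.92) and Os03g0284100 (0.45 and 0.36), annotated as a pseudo-response regulator, stayed within 3-fold at these times. From 20 min to 8 h the differences were -6.51 for Os08g0157600, -5.81 for Os04g0583900, 3.09 for Os11g0547000, 1.60 for Os01g0182600 and 0.72 for Os03g0284100. A candidate explanation for the values at 4 h and 8 h is time of day in place of heat. They cannot be told apart for these loci, because no unheated panicles were taken at 4 h or 8 h. Os04g0583900, described in both places as Os08g0157600 is, was already higher at 20 min, with 3.29, on the same slide as the control. So short an interval argues against passing hours of the day as the source of that rise. A change of light at the start of heating is not excluded, since the paper gives an illumination for the heating and none for the control.

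Of the 15 probes of Table S2 that were not changed at all 5 times here, 5 carry a spot marked as an outlier on 1 array. A candidate explanation is that these spots entered the paper's values. With ratios of linear means, 25 of the 25 ratios of these 5 probes were within 0.01 of the paper's on the log2 scale when the marked spots were kept, and 4 when they were left out; 5 and 0 of the probes were then past 3-fold at all 5 times. These values are what that explanation needs, though the setting was found from them. With the marked spots kept and means of log2 values, 3 of the 5 passed. The 10 probes without a marked spot passed with ratios of linear means. No biological explanation was tested.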
